# Impact of Chromosome Fusions on 3D Genome Organization and Gene Expression in Budding Yeast

**DOI:** 10.1534/genetics.119.302978

**Published:** 2020-01-06

**Authors:** Marco Di Stefano, Francesca Di Giovanni, Vasilisa Pozharskaia, Mercè Gomar-Alba, Davide Baù, Lucas B. Carey, Marc A. Marti-Renom, Manuel Mendoza

**Keywords:** budding yeast, computational modeling, gene expression, nuclear organization, single-cell imaging

## Abstract

The three-dimensional (3D) organization of chromosomes can influence transcription. However, the frequency and magnitude of these effects remain debated. To determine how changes in chromosome positioning affect transcription across thousands of genes with minimal perturbation, we characterized nuclear organization and global gene expression in budding yeast containing chromosome fusions. We used computational modeling and single-cell imaging to determine chromosome positions, and integrated these data with genome-wide transcriptional profiles from RNA sequencing. We find that chromosome fusions dramatically alter 3D nuclear organization without leading to strong genome-wide changes in transcription. However, we observe a mild but significant and reproducible increase in the expression of genes displaced away from the periphery. The increase in transcription is inversely proportional to the propensity of a given locus to be at the nuclear periphery; for example, a 10% decrease in the propensity of a gene to reside at the nuclear envelope is accompanied by a 10% increase in gene expression. Modeling suggests that this is due to both deletion of telomeres and to displacement of genes relative to the nuclear periphery. These data suggest that basal transcriptional activity is sensitive to radial changes in gene position, and provide insight into the functional relevance of budding yeast chromosome-level 3D organization in gene expression.

## Abstract (precis)

In eukaryotic cells, the spatial organization of genes within the nucleus is correlated with their expression. However, correlation is not causa-tion. To determine how nuclear spatial organization affects gene expression, Di Stefano et al. studied...

CHROMOSOMES in interphase nuclei are spatially distributed in a nonrandom manner. Indeed, chromosomes are organized in distinct structural units and their organization influences nuclear functions such as transcription, replication, and DNA damage repair [reviewed in Gibcus and Dekker (2013), Furlan-Magaril *et al.* (2015), Lemaître and Bickmore (2015), and Denker and De Laat (2016)]. In animal cells, individual chromosomes tend to occupy defined nuclear regions termed “chromosome territories” (CTs) (Cremer *et al.* 1982; Haaf and Schmid 1991; Cremer and Cremer 2001; Branco and Pombo 2006), and the spatial distribution of CTs can be size- and gene density-dependent. In several cell types, gene-poor chromosomes associate preferentially with the nuclear periphery, whereas gene-rich chromosomes are enriched in the nuclear interior (Croft *et al.* 1999; Boyle *et al.* 2001). In addition, distinct structural domains at the subchromosomal level have been identified by microscopy, termed chromosomal domains (Markaki *et al.* 2010). Chromosomal domains may correspond to subchromosomal units defined by their increased interaction frequencies with each other or with the nuclear lamina. In particular, the nuclear periphery is a transcriptionally repressive environment in yeast and metazoans (Andrulis *et al.* 1998; Pickersgill *et al.* 2006; Guelen *et al.* 2008; Green *et al.* 2012), and gene repositioning from the nuclear interior to the periphery leads to repression of some, but not all, genes tested (Kosak *et al.* 2002; Zink *et al.* 2004; Kumaran and Spector 2008; Reddy *et al.* 2008; Finlan *et al.* 2008). Notably, individual genes can display mobility within chromosomal and subchromosomal domains, and this has been correlated with changes in their expression levels during cell differentiation (Peric-Hupkes *et al.* 2010). However, it remains unclear if the position of individual genes within the nucleus affects their expression, and/or their ability to be silenced or activated in response to different stimuli, or if these expression-related properties are merely correlated with spatial organization.

Studies in the budding yeast *Saccharomyces cerevisiae* have provided insight into the functional role of nuclear spatial organization [reviewed in Taddei *et al.* (2010), Zimmer and Fabre (2011), and Taddei and Gasser (2012)]. In this organism, chromosome organization is highly stereotypical. The 16 centromeres localize around the spindle pole body (SPB, the equivalent of the animal cell centrosome), whereas the 32 telomeres cluster in three to eight different foci at the nuclear periphery. Chromosome arms thus extend away from the SPB toward the nuclear periphery where telomeres are anchored, and their specific distribution is linked to their length. Finally, the nucleolus is positioned on the opposite side of the SPB, and is organized around 100–200 repeats of ribosomal DNA (rDNA) located in chromosome XII. Certain aspects of nuclear organization can have an impact on gene expression in budding yeast. On one hand, artificial tethering of reporter genes to subtelomeric regions and to the nuclear periphery can lead to their repression (Gottschling *et al.* 1990; Andrulis *et al.* 1998; Pryde and Louis 1999; Taddei *et al.* 2009). Moreover, perinuclear tethering of the *CLN2* cyclin gene in daughter cells mediates its repression during the G1 phase (Kumar *et al.* 2018). The association of silent information regulator (SIR) factors with telomeres also contributes to perinuclear repression (Taddei *et al.* 2009). Accordingly, genes within 20 kb of telomeres are poorly expressed, and this depends at least partially on SIR proteins and telomere anchoring to the nuclear periphery (Wyrick *et al.* 1999; Taddei *et al.* 2009). On the other hand, some inducible genes translocate from the nuclear interior to the periphery upon activation, where they interact with nuclear pore complexes (Casolari *et al.* 2004, 2005; Schmid *et al.* 2006; Taddei *et al.* 2006; Akhtar and Gasser 2007), and artificial targeting of genes to nuclear pores can also lead to their transcriptional activation (Brickner and Walter 2004; Menon *et al.* 2005; Taddei *et al.* 2006). Thus, the yeast nuclear periphery appears to harbor transcriptionally repressing and activating domains. How the three-dimensional (3D) organization of the yeast genome shapes global transcription levels remains largely unexplored.

To study the effect of nuclear organization on transcription in budding yeast, we took advantage of previously described strains bearing fusion chromosomes (FCs) (Neurohr *et al.* 2011; Titos *et al.* 2014). These cells have a grossly altered nuclear organization in interphase that is not associated with dramatic genome-wide changes in transcription, consistent with previous observations in yeast cells with extensively fused chromosomes (Luo *et al.* 2018; Shao *et al.* 2018). However, we find that displacement of FC genes away from the nuclear periphery does lead to mild, but consistent and reproducible, changes in expression across a large number of genes; on average a 10% shift away from the nuclear periphery leads to a 10% increase in expression. These effects are associated with both deletion of telomeric sequences and with displacement away from the nuclear periphery. These results suggest that radial chromosome-level spatial organization plays a limited, but significant, role in transcriptional regulation in budding yeast.

## Materials and Methods

### Polymer modeling

Each yeast chromosome of wild-type and FC strains was modeled using a bead-and-spring polymer model previously used and validated for modeling chromatin fibers (Rosa and Everaers 2008). This model consists of three different energy contributions, each describing a general physical property of the chain:

1. Excluded volume (purely repulsive Lennard-Jones potential). Each particle occupies a spherical volume of diameter equal to 30 nm and cannot overlap with any other particle in the system. Considering the typical compaction ratio of the chromatin fiber in yeast (Bystricky *et al.* 2004, 2005), each particle contains ∼3.2 kb of DNA.
2. Chain connectivity (finite extensible nonlinear elastic potential). Consecutive particles on the chain are connected with elastic potential, which allows a maximum bond extension of 45 nm. The simultaneous action of the excluded volume and the chain connectivity prevents chain crossing.
3. Bending rigidity (Kratky–Porod potential). The bending properties of an ensemble of polymer chains are usually described in terms of the *persistence length*, which is the length scale where the chain changes its behavior from rigid to flexible. According to the bending properties experimentally measured for the yeast chromatin fiber (Cui and Bustamante 2000; Bystricky *et al.* 2004; Langowski 2006), the persistence length of each model chain was set to 61.7 nm for internal regions of the chromosomes and to 195.0 nm for the terminal ones. The regions of the chains corresponding to the telomeres (the 20 kb at the chromosomes ends), in fact, are more compact and rigid (Dekker 2008).

Since the modeling aims to describe the chromosomal configuration of haploid strains, the total number of beads in the system is 4062, resulting from the presence of one copy of each yeast chromosome (Supplemental Material, Tables S5–S6). Each chromosome is initially folded in a solenoidal arrangement, where a rosette pattern is repeatedly stacked to yield an overall linear, rod-like conformation, see Figure 1 (Rosa and Everaers 2008; Di Stefano *et al.* 2013, 2016).

**Figure 1:**
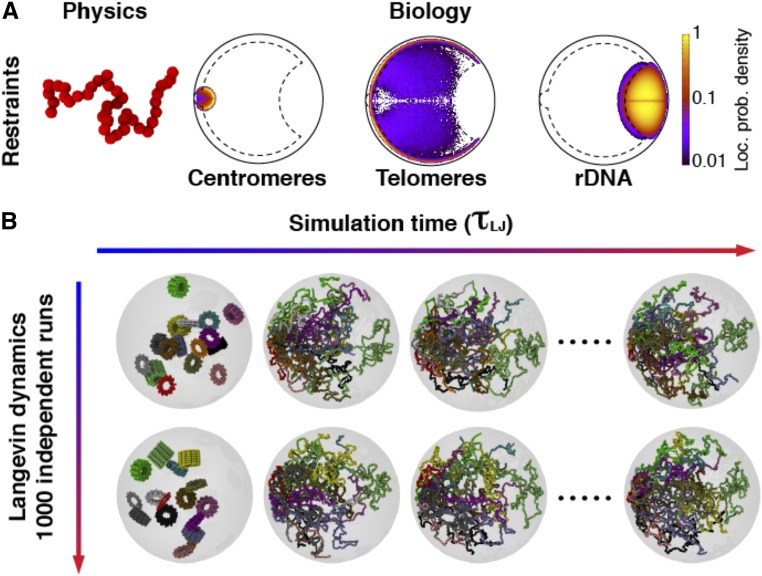
Computational modeling of the haploid budding yeast nucleus in interphase. (A) The 16 chromosomes were modeled as bead-and-spring chains with 30-nm beads each comprising 3.2 kb of DNA. The chains were confined into the nucleus (1-μm radius sphere) and beads corresponding to centromeres were constrained in a sphere of radius 150 nm attached to the nuclear envelope to mimic the attachment to SPB-mediated by microtubules. The rDNA was restrained in a region occupying 10% of the nuclear volume at the opposite side of the nucleus with respect to the SPB. The telomeres were attracted to the nuclear envelope to have higher propensity to occupy the nuclear periphery, which is defined as the spherical shell, that is the closest to the nuclear envelope and occupies one-third of the total volume of the nucleus (*Materials and Methods*). (B) The chromosomal polymer models, representing the genome-wide chromosome arrangement, were initialized as cylindrical solenoids of radius 150 nm. The solenoid chromosome states serve the sole purpose of obtaining an initial chain conformation that is compact, yet not entangled, without making any claim to reproducing any specific quantitative features of mitotic yeast chromosomes. Next, the restraints on centromeres, rDNA, and telomeric particles were satisfied using a short preliminary run of Langevin dynamics, spanning 60 τ_LJ_. Finally, the system was relaxed with a 30,000 τ_LJ_ run of Langevin dynamics, in which all the spatial restraints are in place. This run is used to obtain 10 steady-state conformations per trajectory (one every 3000 τ_LJ_). Each strain was modeled in 1000 independent replicates to obtain 10,000 genome-wide conformations per strain (*Materials and Methods*). rDNA, ribosomal DNA; SPB, spindle pole body.

The chromosome chains are consecutively placed inside a sphere of radius 1.0 centered in the origin (0,0,0). This sphere, describing the typical shape of the yeast nucleus in G1, according to imaging data, interacts with the chromosome particles as a rigid wall. To obtain the initial chromosome nuclear locations, the positions of the chromosome centers are picked in a random, uniform way inside the nucleus, and the orientation of the rod axis is chosen randomly. The iterative placement proceeds from the longest to the shortest chromosome in a way that the newly added chromosomes must not clash with previously placed ones. In case of a clash, the placement attempt is repeated. Next, the following biological restraints (i–iii) are satisfied using a short preliminary run of Langevin dynamics, spanning 60 τ_LJ_, where τ_LJ_ is the Lennard-Jones time and is used as the time unit in Large-scale Atomic/Molecular Massively Parallel Simulator (LAMMPS):

1. To simulate the tethering of the centromeres to the SPB, the motion of the centromere particles was restrained into a spherical compartment of radius R_SPB_ = 150 nm centered in c_SPB_ = (−850,0.0,0.0).
2. rDNA particles were restrained to a region occupying 10% of the total nuclear volume and located at the opposite side of the SPB, to simulate the nucleolus. Nucleolar volume was derived from experimental measurements. This region was defined by the intersection of the nuclear sphere with a sphere of radius R_NUCL_ = 640.92 nm whose center is located at c_NUCL_ = (1000,0.0,0.0). Conversely, the other no-rDNA particles of the chromosome models were restrained to stay out of the same nucleolar region.
3. Finally, to represent the tendency of the telomeres to stay anchored to the nuclear envelope (NE), the periphery of the sphere (a shell within R_PER_ = 126 nm from the NE, which accounts for one-third of the nuclear volume) was set to be attractive for the terminal particles of the chromosome chains. This effect, unexplored so far, was accomplished using a Lennard-Jones attraction (Jones 1924). It is important to note that telomeres were not strictly confined at the nuclear periphery of our models, but they were only favored to be close to the NE using a short-range interaction, which could be overcome by forces acting in the telomeres of chromosomes. Indeed, the first and last beads of each chromosome (telomeres) were not always peripheral in our simulations. If the nucleus was divided into three concentric spherical shells of the same volume, telomeres occupied the medium or central parts of the nucleus in ∼40% of the models, as shown in Figure S7.

The restraints listed above were imposed, applying on each of the involved particles a force F, only when the particle did not satisfy the confinement conditions, using the option indent of the software LAMMPS (Plimpton 1995):

$$F\left(r\right)\mathrm{=-10}{\left(\mathrm{r-R}\right)}^{2},$$

where r is the distance from the particle to the center of the sphere and R is the radius of the sphere.

In the FC strains, the chromosomes involved in the fusion were attached to each other using additional connectivity bonds (chain connectivity in point 2 above) between the telomeres involved in the fusion process. These telomeres, which were attracted to the periphery in the wild-type strain models, behaved as internal chromosomal sequences in the FC strains and lost the telomeric attraction to the NE.

Finally, the system was relaxed using a run of Langevin dynamics of 30,000 τ_LJ_, and one conformation every 3000 τ_LJ_ (10 models per trajectory) was retained for analysis. Replicating the complete simulation 1000 times generated 10,000 genome-wide conformations per strain.

### Analysis of the genome-wide models and calculation of changes in % peripheral

Various measures were performed to characterize the generated structural models:

1. Building on the representations in Tjong *et al.* (2012), two-dimensional (2D) localization probability density plots of chromosomes were generated. For each chromosome, the Cartesian coordinates (*x*, *y*, *z*) of the particles were collected and then projected into a 2D reference frame made of an axial coordinate (along the SPB-to-nucleolus direction of the model nucleus that is *x*-axis in this work) and a radial one: (a, ρ)=(x, $\sqrt{y^{2}+z^{2}}$). In the 2D (a, ρ) plan, the points are represented in a grid to produce the final heatmap. The grid size was 2 × 2 µm and the cell dimension was 10 nm. Once a point (a_c_, ρ_c_) is mapped onto the grid, since the particle is larger than the pixel of the grid, a Gaussian blur (σ=30nm) is applied centered at the corresponding pixel. The values of the heatmap are finally normalized from 0 to 1 (Figure 1A and Figure 4).
2. To characterize the nuclear positioning of each locus, the volume of the model nucleus was divided into three concentric shells, each spanning one-third of the total nuclear volume. In each simulation, all chromosome particles (3.2-kb loci) were next categorized as central, middle, or peripheral depending on which of the three shells they occupied. This measure was used to generate the plots of the predicted percentage in periphery per particle and the percentage of shell occupation per terminal (telomeres) particle (Figure S9). The latter quantities were averaged over the ensemble of 10,000 model conformations.
3. By mapping the annotated genes on the 3D models, the predicted percentage in the periphery for each gene was computed as the average of the constitutive particles. Subtracting the percentage in periphery computed in the wild-type to the value in the FC strain and taking the absolute value, the decrease in percentage in the periphery was then calculated (Figure 7).
4. The “displacement from NE” and the “difference in distance to the NE” the for 10-kb regions of the models were computed as follows. First, the distance between each particle and the NE was computed for each strain. Next, each chromosome was partitioned in groups of three consecutive particles (which correspond to about 10 kb) and the distance of each 10-kb locus from the NE was computed as the average distance of the particles within the locus. The displacement and the difference in the distance were then computed comparing the FC strains to the wild-type one (Figure 5).
5. The genomic locations of the *LYS4* and *TRP4* genes were mapped on the models, and the distances from the NE (or from SPB or between the two genes) were computed as the average of the corresponding particle-based distances (Figure 6).
6. The contact maps were computed for the wild-type strain using a distance cutoff between particles of 120 nm and binning at 32 kb (corresponding to 10 model particles) of resolution. The 3C (Chromosome Conformation Capture) interaction maps (used for model validation, not as input for modeling) were obtained by downloading the data sets from Duan *et al.* (2010) obtained using the *Hin*dIII restriction enzyme and the raw reads from Gene Expression Omnibus (GEO) accession number SRR5077790 from Lazar-Stefanita *et al.* (2017). The latter was next analyzed using the TADbit (Serra *et al.* 2017) pipeline to obtain the raw interaction maps and the OneD procedure (Vidal *et al.* 2018) to normalize it (Figure S1).
7. The median telomere–telomere (terminal particle of the chromosome model) distance was computed for each of the 60 telomere pairs considered in Therizols *et al.* (2010) (Figure S2) and correlated with the experimental measures performed therein.
8. The displacement of model particles from the SPB in Figure S4 was computed as follows: (i) for each strain and all model conformations, the distances between each particle individually and the SPB were computed; (ii) the average particle–SPB distances were computed for each particle in each strain; (iii) for each FC strain, the difference in the (average) distance to the SPB with respect to the wild type were computed for each particle; and (iv) the difference was computed such that positive values indicated a (typical) displacement away from the SPB in the FC strains and negative values indicated displacement toward the SPB in FC strains.

### Previously published modeling approaches

The *S. cerevisiae* genome has been previously modeled using two main restraint-based approaches. First, 3C data sets have been used as input restraints to reconstruct the 3D conformation of the yeast genome (Duan *et al.* 2010; Lesne *et al.* 2014; Lazar-Stefanita *et al.* 2017). Second, and in a similar approach to that used in our work, models were built using genome tethering to nuclear elements as restraints (Tjong *et al.* 2012; Wong *et al.* 2012). The differences between our approach and these previously published studies are minimal. For example, in this work, the genome was represented as a series of spherical beads compared to cylinders previously used by Wong *et al.* (2012). Moreover, the initial conditions of the simulation, the confinement of the genome, and the minimization protocols were different in our work compared to those used by Tjong *et al.* (2012). However, these differences are likely to minimally change the final conclusions of our modeling approach compared to those previously published.

### Strains, cell growth, and microscopy

*S. cerevisiae* strains are derivatives of S288c. TetO/LacO cells and chromosome fusions were previously described. Briefly, FC chromosomes were obtained by successive rounds of homologous recombination between subtelomeric regions of two chromosomes, by transformation of haploid yeast cells with a PCR-generated DNA fragment containing a resistance cassette flanked by sequences homologous to the subtelomeric regions of two different chromosomes. Formation of dicentric chromosomes was avoided through activation of a *GAL1,10* promoter inserted next to centromere 4 and selection of FC recombinants in galactose. When fusing three or four chromosomes, one of the centromeres was deleted and fusion with another chromosome was repeated. To allow the reuse of selection markers, the *URA3* cassette was deleted by homologous recombination and ura- recombinants were selected on 5-FOA. Finally, the conditional *CEN4* locus was deleted or replaced with a wild-type copy to ensure robust growth in glucose. Strains were confirmed by PCR, and by the segregation timing of *TRP1* and *LYS4* loci by time-lapse imaging, as previously described in detail (Neurohr *et al.* 2011; Titos *et al.* 2014). Live-cell microscopy was carried out on a confocal spinning disk (Nikon, Garden City, NY) equipped with an HCX plan APO 100X objective and a Photometrics Prime 95B camera. Eleven 0.2-μm thick z-sections were collected. Distances were measured between local maxima (*i.e.*, the brightest pixels of fluorescent spots or the center of the nuclear rim) on single planes using ImageJ (http://rsb.info.nih.gov/ij/), although for clarity, figures are represented as 2D maximum projections of whole-cell Z-stacks. Graphs and statistical analysis (Student’s *t*-test allowing for unequal variance) were performed with R and Excel (Microsoft).

### Immunofluorescence and FISH

To make FISH probes, a 6-kb PCR fragment in the *TEL4R* region was amplified from genomic DNA with primers: 5′-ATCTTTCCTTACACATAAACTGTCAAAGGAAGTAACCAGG-3′ and 5′-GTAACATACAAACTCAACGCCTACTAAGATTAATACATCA-3′, and labeled with Alexa Fluor 488 by nick translation using the FISH Tag-DNA Multicolor Kit (Invitrogen, Carlsbad, CA). FISH-immunofluorescence was performed essentially as described (Gotta *et al.* 1999), with minor modifications. First, 1–2^9^ cells of exponential cultures (OD_600_ = 0.5–1) were collected, resuspended in 500 μl of 0.1 M EDTA/KOH pH 8.0 and 10 mM DTT, and incubated for 10 min at 30°. Cells were collected and resuspended in 0.1 M KPi (pH = 6.4)/1.2 M sorbitol and digested with 0.4 mg/ml Zymolyase 100T (Seikagatu) for 5–15 min at 30° in 0.1 M KPi (pH = 6.4)/1.2 M sorbitol. This treatment allowed the cells not to be completely converted into spheroplasts, but instead partially retain their cell walls, to help stabilize their 3D structure. Partially spheroplasted cells were fixed for 20 min with 3.7% paraformaldehyde in YPD/1.2 M sorbitol at room temperature. Cells were recovered by centrifugation (1000 × *g* for 5 min), washed three times in YPD/1.2 M sorbitol, resuspended in 0.1 M KPi (pH = 6.4)/1.2 M sorbitol, and spotted on Teflon slides; after being left to air-dry for 5 min, they were immersed in cold methanol for 6 min and in cold acetone for 30 sec. Slides were then rinsed in PBS containing 0.1% Triton X-100 (PBS-T) and 1% BSA, and incubated for 30 min at room temperature. Spots of the slide were dried and incubated overnight at 4° (or for 1 hr at 37°) with anti-Nuclear Pore Complex antibody (Mab414, ab24609, Abcam), diluted 1:2 in PBS-T 1% BSA. Slides were then washed in PBS-T and incubated with anti-mouse Alexa 647 (A-21236, Life Technologies) diluted 1:200 in PBS-T and 1% BSA at 37° for 1 hr. Next, slides were fixed again in PBS containing 3.7% paraformaldehyde for 20 min and incubated overnight in 4× SSC, 0.1% Tween 20, and 20 μg/ml of RNase A at room temperature. Slides were then washed in water, sequentially immersed for 1 min in 70, 80, 90, and 100% ethanol at −20°, and air-dried. Slides were then denatured at 72° with 70% formamide and 2× SSC, immersed for 1 min sequentially in 70, 80, 90, and 100% ethanol at −20°, and air-dried. The hybridization solution (50% formamide, 10% dextran sulfate, 2× SSC, 0.05 mg/ml labeled probe, and 0.2 mg/ml single-stranded salmon sperm DNA) was then applied and slides were incubated at 10 min at 72°. Slides were incubated for 48 hr at 37° to allow probe hybridization, and washed twice for 10 min each at 42° in 0.05× SSC and twice in buffer (0.15 M NaHCO_3_ and 0.1% Tween 20, pH 7.5) with 0.05% BSA for 30 min. After three washes in BT buffer, 2 μl of DAPI (Roche Diagnostics) 2.5 mg/ml were added and incubated for 1 min. Slides were washed twice with 0.05× SSC and mounted in 1× PBS, 50% glycerol, and 24 μg/ml 1,4diazabicyclo-2,2,2,octane, pH 7.5.

### RNA sequencing

Cells were harvested by centrifugation and RNA was extracted from fresh pellets using the RiboPure Yeast Kit (Ambion). RNA concentrations were determined using a NanoDrop 1000 (Thermo Scientific), while quality and integrity were checked using a Bioanalyzer 2100 (Agilent Technologies). RNA sequencing (RNA-seq) was performed on a HiSeq2000 (Illumina). Paired-end reads of 50 bp were aligned to the reference *S. cerevisiae* genome (R64-1-1) using kallisto quant -i orf_coding_all.idx -o output -b 100 read1_file.fastq.gz read2_file.fastq.gz.

To obtain a robust and accurate wild-type expression level for each gene, we averaged across strains. For each strain in which the gene was predicted to increase or decrease time spent in the nuclear periphery by < 1%, we took the median expression value across all strains (four independent RNA-seq replicate experiments per strain). Fold-change in expression was calculated as the log2 ratio of expression in the FC strain divided by expression in this median expression value. Similar results were obtained if expression for the wild-type control strain was used, but as many of the genes were expressed at very low levels, and hence represented by very few reads, averaging across strains was more robust to random counting noise.

### Data availability

Yeast strains are available upon request. Data and codes are available at https://github.com/Lcarey/DiGiovanni_DiStefano_FC. RNA-seq raw data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108261 with GEO accession Nr GSE108261. Supplemental material available at figshare: https://doi.org/10.25386/genetics.11516508.

## Results

### A computational model to study the impact of yeast nuclear organization in gene expression

To study how the 3D organization of the genome affects gene expression, we first sought to establish how gene position correlates with transcription levels in wild-type budding yeast cells. To estimate gene position, we built computational models of chromosomes in the interphase G1 nucleus, a strategy that has proven useful in recapitulating chromosome-level nuclear organization in budding yeast (Tjong *et al.* 2012; Wong *et al.* 2012; Dultz *et al.* 2016). We modeled chromosomes as bead-and-spring chains, an approach previously validated for modeling the general physical properties of chromatin fibers (Rosa and Everaers 2008; Di Stefano *et al.* 2013). Details of the polymer modeling process are found in the *Materials and Methods* and summarized in Figure 1A. Briefly, chromosomes were confined inside a sphere of 2 µm diameter corresponding to the interphase nuclear size. Centromeres were confined to a spherical region of radius 150 nm at one pole of the nuclear sphere to account for the tethering of centromeres to the SPB by microtubules (O’Toole *et al.* 1999). The dynamic association of telomeres with the NE was modeled with the periphery of the sphere attracting the terminal beads of chromosome chains. Finally, to reproduce the confinement of the rDNA in the nucleolus, the particles corresponding to rDNA were restrained to a region located at the opposite side of the SPB. An ensemble of chromosomal polymer models was generated using Brownian motion dynamics. A total of 10,000 model conformations satisfying all the imposed restraints were then selected, and analyzed for the likelihood of particular loci and chromosomes being positioned in specific regions of the cell nucleus (Figure 1B).

As an orthogonal validation of our model, we compared the probability of contact among all chromosomal particles in the wild-type models with the experimentally measured intra- and interchromosomal contact frequencies observed by a 3C-derived technique (Duan *et al.* 2010; Lazar-Stefanita *et al.* 2017). Specifically, we compared the internal correlations between models’ and experimental contact matrices (Imakaev *et al*. 2012) and the correlations between matrix elements grouped by genomic distance (Figure S1B and C) and found in both cases significant similarities between models and experiments. In addition, we compared the predicted median telomere–telomere distances from our models with analogous experimental data obtained using imaging (Therizols *et al.* 2010). In both comparisons, we found that our models, based on the physical properties of chromatin and minimal biological restraints, accurately described wild-type yeast nuclear organization (Figures S1–S2). This confirms the validity of polymer-based modeling to reproduce nuclear organization features (Tjong *et al.* 2012; Wong *et al.* 2012).

To determine if our computational models were consistent with the experimentally measured low gene expression at the nuclear periphery, the predicted gene position relative to the nuclear periphery was correlated with genome-wide messenger RNA (mRNA) levels obtained by RNA-seq. 

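Stranded mRNA libraries from 4 wild-type cultures, derivatives of the S288c laboratory strain of budding yeast, were sequenced as paired-end reads. The authors assigned the reads to annotated open reading frames (ORFs) of the R64-1-1 genome release with kallisto, a program that matches reads to transcripts without aligning them base by base. For each sample they deposited, per ORF, an estimated count, which need not be a whole number, and a TPM value (a transcript abundance), which divides the estimated count by the effective length of the ORF and scales every sample to the same total. TPM was therefore used to compare genes within the wild type. The estimated counts summed to 20944952 in replicate 1, 14876942 in replicate 2, 17089277 in replicate 3 and 64922417 in replicate 4. According to the sample labels, replicate 1 was sequenced in batch 1, replicates 2 and 3 in batch 2 and replicate 4 in batch 3, so the deepest wild-type sample is the only wild-type sample of its batch. The deposited tables list 6713 ORFs, of which 6007 (89.5%) have coordinates in the R64 annotation used here. The other 706 ORFs entered no comparison by distance. Distance to the chromosome end was measured from the midpoint of each ORF. ORFs with a near-identical copy elsewhere in the genome, whose reads kallisto divides between the copies, were identified by aligning all ORF sequences to each other at a minimum of 95% identity over 50% of the length, and numbered 293. Predicted % peripheral values come from the polymer model and were not analysed here.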

Genomic regions within 30 kb of the ends of wild-type chromosomes were poorly expressed, consistent with previous reports (Wyrick *et al.* 1999) (Figure 2, A and B). 

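The 389 genes within 30 kb of a chromosome end had a median TPM of 5.19 ± 1.19 (SD of the replicate medians, n = 4), against 15.7 ± 2.09 (SD, n = 4) for the 5618 other genes. The difference was larger than the spread between replicates and was present in each of them, and therefore in each batch. The medians near the ends and elsewhere were 6.69 and 18.1 in replicate 1, 4.27 and 14.3 in replicate 2, 4.18 and 13.6 in replicate 3, and 5.60 and 16.8 in replicate 4. On the log10(TPM + 0.1) scale, averaged over replicates, the median within 30 kb differed from that of the other genes by -0.442. None of the 100000 permutations of the genes gave a difference as large (two-sided permutation test, p = 1e-05, the smallest p that this number of permutations can give). The test is across genes, which are not independent replicates. Leaving out the ORFs with a near-identical copy moved this value most, to -0.309, and with genes within 20 kb it was -0.548. In the 4-replicate mean, 14.7% of the genes within 30 kb had less than 1 TPM, compared with 2.69% of the others. The median rose with each step away from the end, from 3.48 ± 0.918 TPM (SD, n = 4) for the 120 genes in the outermost 10 kb to 4.80 ± 1.19 for the 129 genes between 10 and 20 kb. It was 8.28 ± 2.17 TPM for the 140 genes between 20 and 30 kb and 14.04 ± 1.93 for the 307 genes between 30 and 50 kb. The 798 genes between 50 and 100 kb, at 15.2 ± 1.66 TPM, lay within the replicate spread of the bin before.

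**Figure D1:**
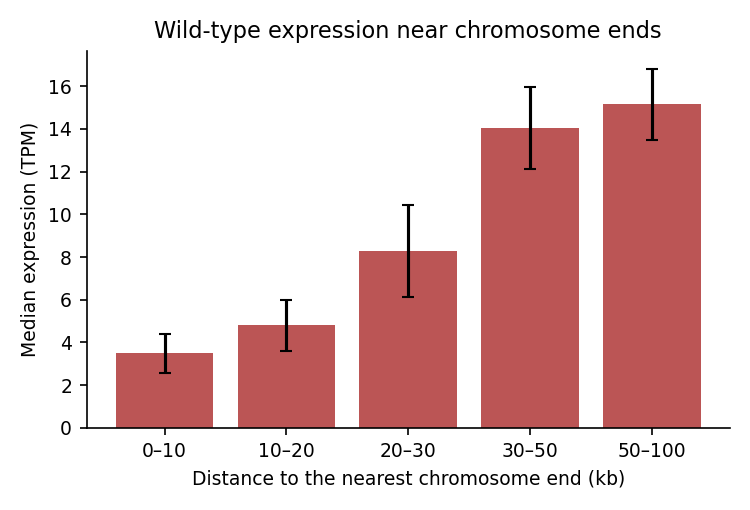
Median expression in TPM (vertical axis) of wild-type genes grouped by their distance in kb to the nearest chromosome end (horizontal axis). Bars are the mean of the 4 replicate medians and error bars their SD, from 3.48 TPM in the outermost bin to 15.2 TPM in the innermost.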

Importantly, lower expression was also correlated with gene peripheral localization, as predicted by polymer modeling (Figure 2B). Because most subtelomeric sequences are also restricted to the perinuclear region, the above analysis confounds the contributions of sequence proximity to chromosome ends [one-dimensional (1D) effect] and proximity to the nuclear periphery (3D effect) to steady-state mRNA levels. However, we found that, while distance to the telomere and predicted location in the nuclear periphery were correlated, they were imperfectly so (Figure 2C). 

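Across all 6007 wild-type genes with coordinates, Pearson's r of log10(TPM + 0.1) with the log10 distance to the nearest chromosome end was 0.152 on the mean of the 4 replicates, and lay between 0.146 and 0.161 in the single replicates (SD 0.0063). The correlation is across genes, which are not independent replicates, and no p-value was computed for it. Among the 1502 genes in the bottom 25% of mean expression r was 0.227 (single replicates 0.1899 to 0.257). It was 0.0198 among the 3003 genes in the middle 50%, where the single replicates ranged from -0.0002 to 0.0461, and 0.0494 among the 1502 genes in the top 25% (single replicates 0.0366 to 0.0487). The groups were defined on the mean of the replicates, and the value of the bottom group lay above the replicate range of every other group. Without the ORFs that have a near-identical copy, r over all genes was 0.0864 and r in the bottom 25% was 0.140.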

Especially for genes with low expression, the fraction of modeled nuclei in which a gene was predicted to be at the nuclear periphery was more highly correlated with expression than distance to the telomere in both linear (correlation = −0.093) and log space (Figure 2D and Figure S3**)**. Furthermore, in a linear model that predicts expression from both of the two variables, % peripheral is a slightly more important feature (Table S1). These data open the possibility that localization to the periphery, and not only distance from the telomere, is partially responsible for low expression.

**Figure 2:**
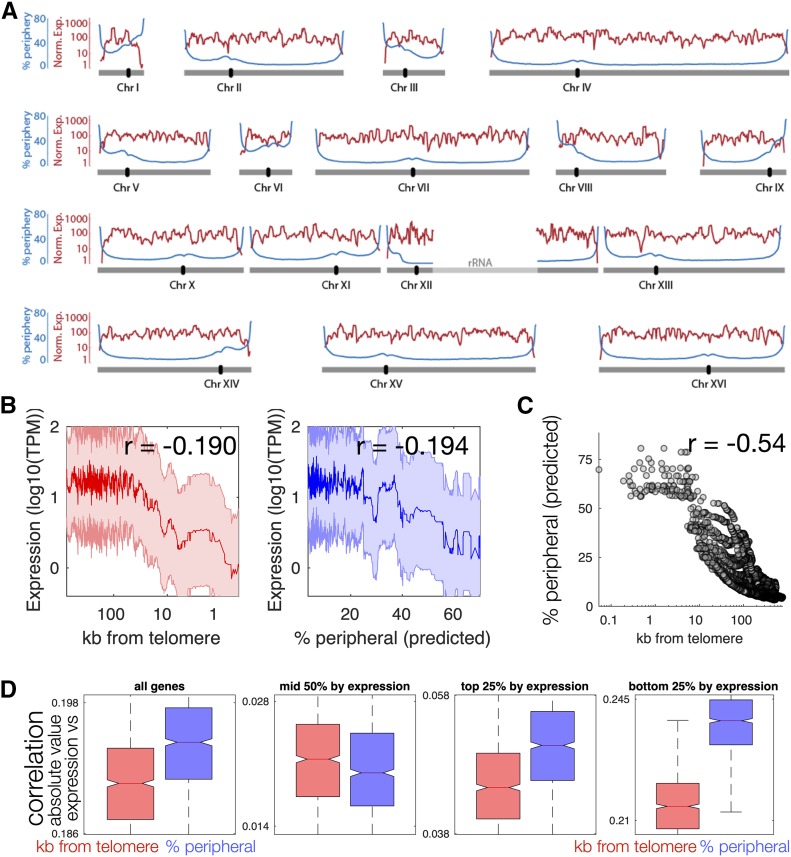
Localization in the nuclear periphery is associated with lower expression. (A) mRNA expression (red) and predicted time spent in the nuclear periphery (blue) are shown for each chromatin bead along each of the 16 yeast Chrs. (B) Median expression level for genes binned by distance to the telomere (red) or by predicted % peripheral (blue). Correlation values are for Pearson correlation on unbinned data. (C) Predicted % peripheral is not perfectly correlated with distance from the telomere. (D) The *y*-axis values are absolute values of the correlation of either kb from the telomere (red) or % peripheral (blue), with gene expression. The two distributions (red and blue) are generated by randomly sampling the data 1000 times. Across all but one grouping, gene expression is more strongly correlated with predicted % peripheral (blue) than with log(distance to the telomere) (red). The difference is larger with linear distance to the telomere (not shown). Boxplots show median correlation across 1000 random samplings of 90% of genes. All distributions are significantly different from each other due to the large number of computational samplings. The statistical differences and effect size are largest in genes in the bottom 25% of expression. Chr, chromosome; mRNA, messenger RNA; TPM, transcripts per million.

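With distance to the chromosome end entered in linear kb in place of its logarithm, r of wild-type expression fell to 0.0662 over all genes and to 0.129 in the bottom 25%. It was 0.0102 in the middle 50% and 0.0253 in the top 25%. These values correspond to the comparison on the linear scale that the legend describes and does not show, and the values for % peripheral were not analysed here. From the stronger correlation of expression with predicted % peripheral than with distance to the telomere, and from a linear model with both variables, the paper proposes as a possibility that peripheral localization contributes to low expression in addition to distance from the telomere.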

### Computational modeling and cell imaging validate nuclear reorganization after chromosomal rearrangements

To experimentally determine if spatial organization affects expression, we next examined how large-scale chromosome rearrangements affect nuclear reorganization. In previously described FC strains, up to three “donor” chromosomes were sequentially fused to the end of a “recipient” chromosome (Neurohr *et al.* 2011; Titos *et al.* 2014). Centromeres were simultaneously removed from donor chromosomes to avoid formation of toxic dicentrics; telomere elements at the site of the fusion were also removed. Thus, like normal chromosomes, FCs contain two telomeres and one centromere (Figure 3, A and B). These chromosome fusions only minimally changed the genomic content relative to wild-type strains, since only 5 to 26 subtelomeric ORFs are lost during the fusion procedure (Table S2). However, we hypothesized that FC strains would display dramatically altered interphase chromosome organization. Indeed, this is dependent on chromosome number and length, centromere attachment to SPBs, and telomere anchoring to the NE, all of which are altered in FC strains. 

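The loss of subtelomeric ORFs was re-derived from expression, because an ORF that is deleted has no transcript. The name of each fused-chromosome (FC) strain lists the joined chromosomes, beginning with chromosome IV, and the centromere that was kept, so that FC(IV:XV:V)CEN5 joins chromosomes IV, XV and V and keeps the centromere of chromosome V. An ORF within 60 kb of an end of a fused chromosome was called lost when its count, summed over the replicates of a strain, was under 5% of the number expected from the wild type at the same depth, and when at least 20 counts were expected. All ORFs between the chromosome end and the innermost call were then counted as lost. The number of lost ORFs was 10 in FC(IV:XII)CEN12, 13 each in FC(IV:XII)CEN4, FC(IV:XV)CEN15 and FC(IV:XV)CEN4, 23 in both FC(IV:XV:V) strains, 24 in FC(IV:XV:XVI)CEN16, 25 in FC(IV:XV:XVI)CEN4 and 31 in both FC(IV:XV:V:VII) strains. In all, 49 ORFs were lost in at least 1 strain. At the right end of chromosome XV the innermost lost ORF was YOR387C (positions 1069621 to 1070241), with at most 5 counts in any of the 8 strains that fuse this end, the 5 being in FC(IV:XV)CEN4, where 545 were expected. At the right end of chromosome V it was YER186C (561705 to 562625), with 0 to 4 counts against at least 4573 expected. At the left end of chromosome XV it was YOL164W-A (4130 to 4312), with at most 2 counts against at least 185. At the right end of chromosome VII it was MAL12 (YGR292W, 1076599 to 1078353), with 0 counts against 509 and 517, although MAL12 has a near-identical copy to which reads can be assigned. At the left end of chromosome V, YEL075W-A, which has no coordinates in the annotation and was placed at the ORF that shares its number, had 0 counts against 72 and 73. The right end of chromosome XII was marked by YLR460C (1059757 to 1060887), with 18 and 10 counts against 1667 and 1696. At the left end of chromosome XVI, YPL276W (17948 to 18385), which has a near-identical copy, had 7 counts against 171 in FC(IV:XV:XVI)CEN16, all of them in replicate 4. Coordinates are those of the R64 annotation. The left end of chromosome XII received a call only in FC(IV:XII)CEN4, at YLL066C (6120 to 9836), which has near-identical copies and kept 425 counts of 9328 expected. The threshold moved the count most, and at 20% of the expected number FC(IV:XV:V:VII)CEN7 would have lost 69 ORFs. If only the ORFs that were called are counted, and not those lying outside them, the strains lost between 4 and 18.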

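In the R64 reference the chromosomes that take part in the fusions are 1531933 bp (IV), 576874 bp (V), 1090940 bp (VII), 1078177 bp (XII), 1091291 bp (XV) and 948066 bp (XVI) long. Their centromeres lie at positions 449711 to 449821 (CEN4), 151987 to 152104 (CEN5), 496920 to 497038 (CEN7), 150828 to 150947 (CEN12), 326584 to 326702 (CEN15) and 555957 to 556073 (CEN16). In the sample mapping the strains with 1 donor chromosome, FC(IV:XII) and FC(IV:XV), have 15 chromosomes and 30 telomeres. The FC(IV:XV:V) and FC(IV:XV:XVI) strains have 14 chromosomes and 28 telomeres, and the FC(IV:XV:V:VII) strains 13 and 26. The number of chromosome ends with lost ORFs, out of those that each fusion would join, was 2 in FC(IV:XII)CEN12 and in both FC(IV:XV) strains, 4 in the strains with 3 joined chromosomes and 6 in both FC(IV:XV:V:VII) strains. In FC(IV:XII)CEN4 the right end of chromosome IV was joined, and both ends of chromosome XII received a call where the fusion joins 1, so chromosome XII of this strain was left out of the comparisons by engaged end.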

Importantly, chromosome fusions led to a maximal reduction in chromosome and centrosome number from 16 to 13, reduction of telomere number from 32 to 26, and lengthening of the longest chromosome arm (excluding chromosome XII, containing the variable rDNA array) from 1 to almost 4 Mb (Figure 3B).

**Figure 3:**
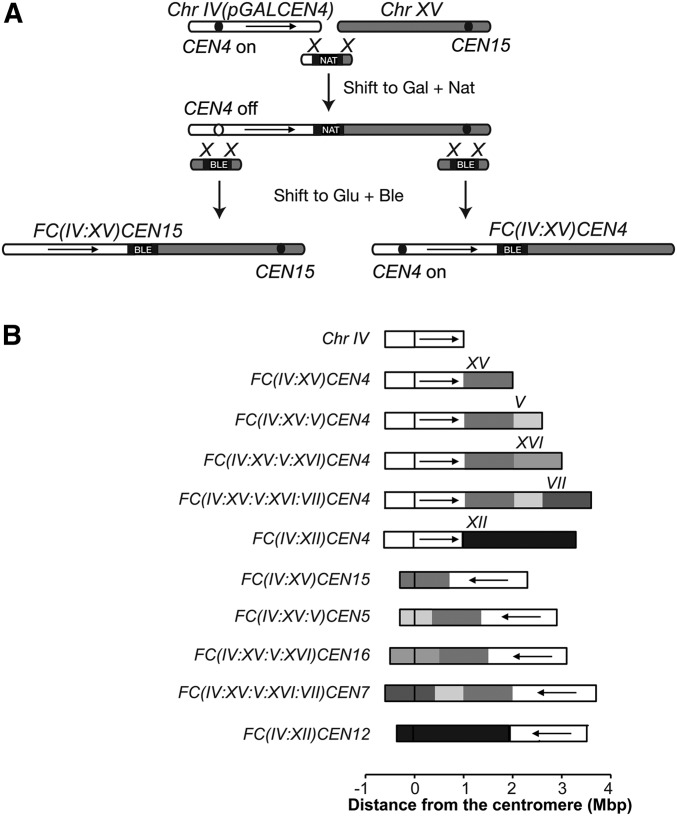
Generation of FC strains. (A) The generation of FCs [originally described in Neurohr *et al.* (2011) and Titos *et al.* (2014)] starts with the integration of *pGAL1* sequence upstream of the centromere to be inactivated. Next, the Chrs are fused by homologous recombination between a bridging PCR fragment and the telomeres of the Chrs. Finally, the deletion of one of two centromeres and the excision of the *pGAL1* sequence, as appropriate, generates the *FC* strain. Black circle is the centromere, black rectangle is the selection marker. (B) Schemes of all the *FC* strains used in this work. Chr IV is shown for comparison. Arrows indicate the relative orientation of this Chr in the fusions. Ble, bleomycin resistance cassette; Chr, chromosome; FC, fused chromosome; Gal, galactose; Glu, glucose; Nat, nourseothricin resistance cassette.

We then applied the principles used in modeling wild-type nuclei to determine nuclear organization in the 10 different FC strains (Figure 3B). FCs used in this study are named using the following convention: FC is followed by the chromosomes that comprise the fusion indicated in brackets, followed by the centromere of the recipient chromosome. Thus, strain *FC(IV:XV:V)CEN4* bears an FC in which chromosome IV is the recipient, and chromosomes XV and V are the donors.

The model predicts two major changes in the FC strains. First, large (> 300 nm) displacements of donor chromosomes away from the SPB and slight (10–20 nm) displacement of recipient chromosomes toward the SPB (Figure 4 for IV:XII fusions, and Figure S4 for all FCs). Both of these displacements can be interpreted as a consequence of the deletion of centromeres in donor chromosomes. Indeed, centromere deletion removes the anchoring of donor chromosomes to the SPB, while also reducing chromosome density close to the SPB. Thus, abnormally large FCs will tend to occupy the space far from the SPB, whereas remaining centromeres will be allowed to occupy positions closer to the SPB. The combined action of these phenomena induces an effective pressure on the recipient chromosomes, which are pushed closer to the SPB compared to in the wild-type scenario (Figure S4).

**Figure 4:**
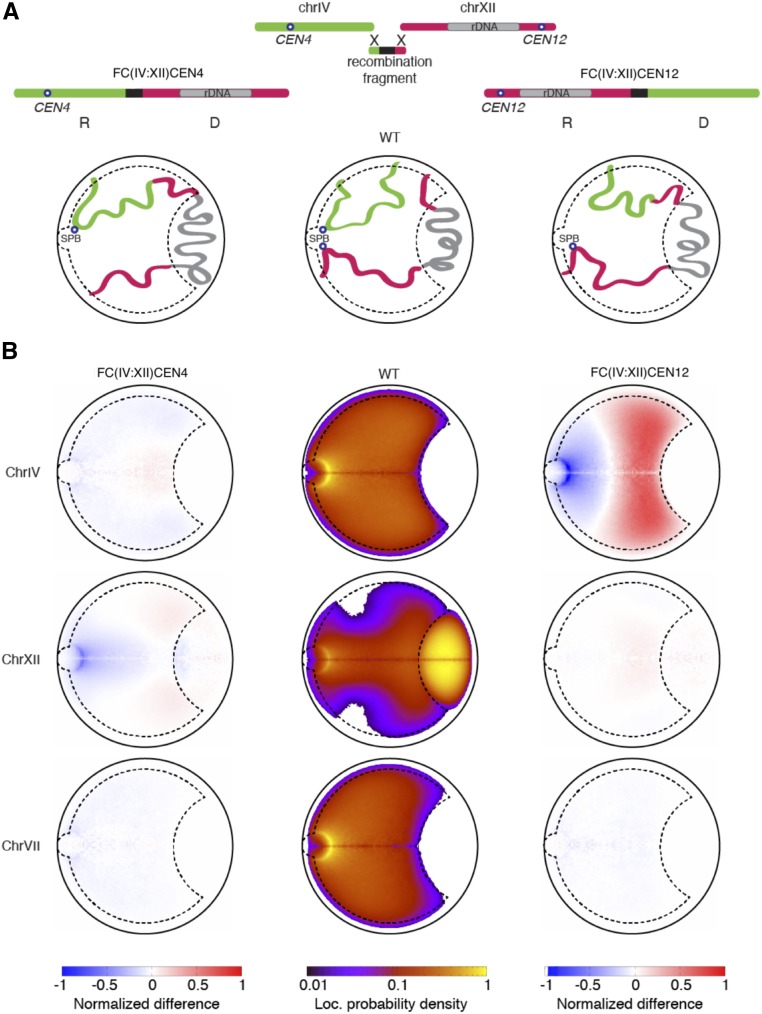
The donor Chrs are predicted to be strongly displaced in the nucleus. (A) Cartoon representations of WT, *FC(IV:XII)CEN4*, and *FC(IV:XII)CEN12* strains. “Donor” and “recipient” Chrs are labeled “D” and “R,” respectively. (B) Predicted Chr loc. probability densities for Chrs IV, XII, and VII in the wild-type strain (central column), and the *FC* strains *FC(IV:XII)CEN4* (left column) and *FC(IV:XII)CEN12* (right column), shown normalized by the WT strain. The heatmaps show large differences in the positioning of the recipient and donor Chrs, and almost no difference in the nuclear organization of the largest nonfused one, Chr VII. Chr, chromosome; FC, fused chromosome; loc., location; rDNA, ribosomal RNA; WT, wild-type.

Second, the model predicts displacement of loci in the fused chromosomes away from the nuclear periphery, as shown in Figure 5. To quantify this prediction, we computed the distance from the nuclear periphery of all 10-kb loci from the surface of the nuclear sphere for all chromosomes in all strains relative to wild-type. The model predicts that only loci on fused chromosomes are displaced away from the nuclear periphery, while the relative location of loci in nonfused chromosomes never varies by >50 nm (Figure 5A). Loci with the largest predicted displacement were located near telomeres (Figure 5, B–D) or centromeres (Figure 5E) before the fusion event. These displacements can be interpreted as a result of the deletion of centromeres and telomeres in fused chromosomes, as these elements provide anchoring to the SPB and the NE, respectively.

**Figure 5:**
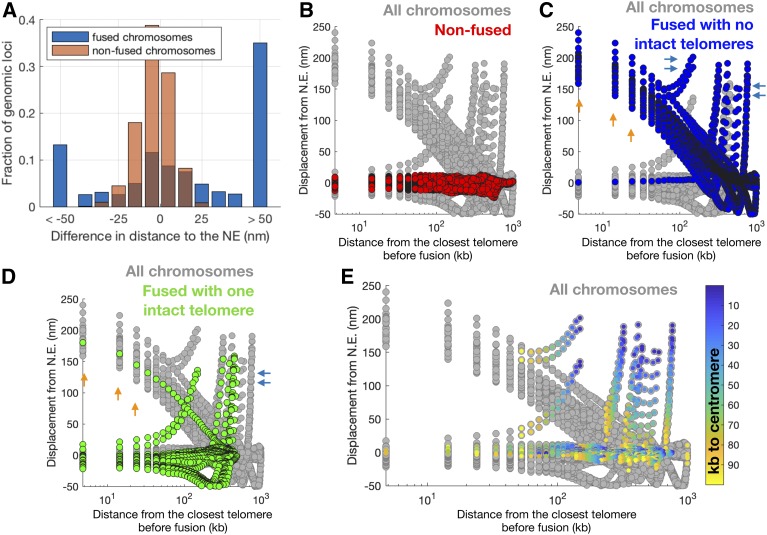
Loci predicted to be displaced away from the nuclear periphery are near centromeres and telomeres of fused chromosomes. (A) The predicted displacement with respect to the N.E. for loci of 10 kb in fused (blue) and nonfused (orange) chromosomes. Brown is the superposition of blue and orange. Only loci on fused chromosomes are displaced from the nuclear periphery. (B–E) The predicted displacement from the N.E. (*y*-axis) as a function of the distance from the telomere before chromosome fusion (*x*-axis). Each circle represents a 10-kb locus in the model. Models of all FC strains are included. In each panel, circles corresponding to a subset of chromosomes are colored, whereas the rest are gray. In (B–D), chromosomes are color-coded as “nonfused” (red), “fused with no intact telomeres” (blue), and “fused with one intact telomere” (green). For example, chromosome XV is fused with no intact telomeres in FC(IV:XV:V) strains, and fused with one intact telomere in FC(IV:XV) strains. (B) Loci in nonfused chromosomes are not displaced relatively to the N.E. (all values are near zero). (C) Loci in fused chromosomes that have both telomeres engaged in fusion events show two types of displacement. Most loci that are displaced away from the periphery are subtelomeric (orange arrows), indicating that subtelomeres that participate in fusions lose attachment to the nuclear periphery. However, some nonsubtelomeric loci are also displaced (blue arrows). (D) Loci in fused chromosomes that have only one telomere engaged in fusion events also show two types of displacement. Some subtelomeric loci are displaced from the periphery (presumably those that participate in a fusion event; orange arrows). Some nonsubtelomeric loci are also displaced (blue arrows). (E) Loci are colored not according to their location in fused or nonfused chromosomes, but according to their distance to a centromere before fusion. This shows that all noncentromeric loci that are displaced away from the periphery in (B–D) were pericentromeric before the fusion occurred. N.E., nuclear envelope.

To validate predicted chromosome displacement in FC strains, we determined the distances of chromosome loci to each other, to the SPB, and to the nuclear periphery using fluorescence microscopy in wild-type and FC strains during G1. Loci in chromosome IV were visualized through Tet repressor fused to monomeric red fluorescent protein (TetR-mRFP) and Lac inhibitor fused to green fluorescent protein (LacI-GFP) reporters in cells bearing tetracycline and lactose operator arrays. These arrays were inserted, respectively, at the *TRP1* locus 10-kb away from *CEN4* in the right arm of chromosome IV and at the *LYS4* locus in the middle of the chromosome IV right arm, 470-kb away from *TRP1*. Spc42-GFP and Nup49-mCherry were used to label SPBs and the nuclear periphery, respectively. We first determined distances between these nuclear landmarks in wild-type and in the two FC strains *FC(IV:XII)CEN4* and *FC(IV:XII)CEN12* (see scheme in Figure 6A). We then compared these measured distances with model predictions. Measured and predicted distances were significantly correlated for all distances across the examined strains (Figure 6, B and C). Neither *TRP1* nor *LYS4* changed their distances from the nuclear periphery in either FC, consistent with model predictions. In contrast, the *CEN4*-associated *TRP1* locus was located in the vicinity of the SPB in wild-type and *FC(IV:XII)CEN4* nuclei, whereas the same locus was displaced away from the SPB in *FC(IV:XII)CEN12* (Figure 6C). This is consistent with the mitotic segregation timing (relative to spindle elongation) of these FCs (Neurohr *et al.* 2011; Titos *et al.* 2014) and with model predictions that donor chromosomes are displaced away from the SPB, as compared to the wild-type configuration. Furthermore, we observed that the distance between *TRP1* and *LYS4* was reduced in the *FC(IV:XII)CEN12* relative to wild-type and *FC(IV:XII)CEN4* cells, and that this was in agreement with the models (Figure 6C). Shortening of *TRP1-LYS4* distances was observed in all FC strains in which chromosome IV acted as a donor (Figure 6D), and again, this was in agreement with the models (Figure 6E). These observations suggest that displacement of a genomic region away from an active centromere and/or to a nuclear region away from the SPB leads to its increased compaction. This could be due to elimination of microtubule-dependent pulling forces on the neighboring kinetochore and/or to increased chromatin crowding in SPB-distal nuclear regions. Finally, FISH established that the *TEL4R*-proximal locus was closely associated with the nuclear periphery (labeled with DAPI) in wild-type cells, whereas the mean distance between *TEL4R* and the nuclear periphery was increased in both *FC(IV:XII)CEN4* and *FC(IV:XII)CEN12* fusions (Figure 6F). Because the *TEL4R* region is engaged in chromosome fusions in all FC strains (Figure 3B), this region is most likely displaced in these strains as well. This confirmed the model’s prediction that subtelomeric loci engaged in a chromosome fusion event are displaced away from the periphery (Figure 5, B–D). 

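The deposited RNA-seq counts show the loss of sequence at the right end of chromosome IV in every FC strain. Here 4 ORFs were lost in all 10 strains, and the innermost was IRC4 (YDR540C, chromosome IV, 1517136 to 1517675 in R64), whose midpoint lies 14.5 kb from the end. IRC4 had 0 counts in each strain, where between 1132 and 1512 were expected from the wild type. Its expression was 12.4 ± 6.17 TPM (SD, n = 4) in the wild type and 0 in all 38 FC samples. In the contrast of the mean of the 10 FC strains with wild type its log2 fold change was -11.38 (standard error 0.35, adjusted p = 1.4e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the log2 fold change was -10.51 and the adjusted p = 0.692, so the call depends on the test for a gene with no counts in any FC sample. The neighboring YDR541C (1519664 to 1520698) was at 11.8 ± 2.03 TPM (SD, n = 4) in the wild type and at 0.00453 ± 0.0202 TPM (SD, n = 38) in the FC strains, a log2 fold change of -12.08 (standard error 0.48, adjusted p = 3.38e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave it an adjusted p = 0.561.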

Together, these results quantitatively confirm the model predictions that chromosome fusions lead to large changes in the subnuclear organization of chromosome regions relative to each other, to the SPBs, and to the nuclear periphery.

**Figure 6:**
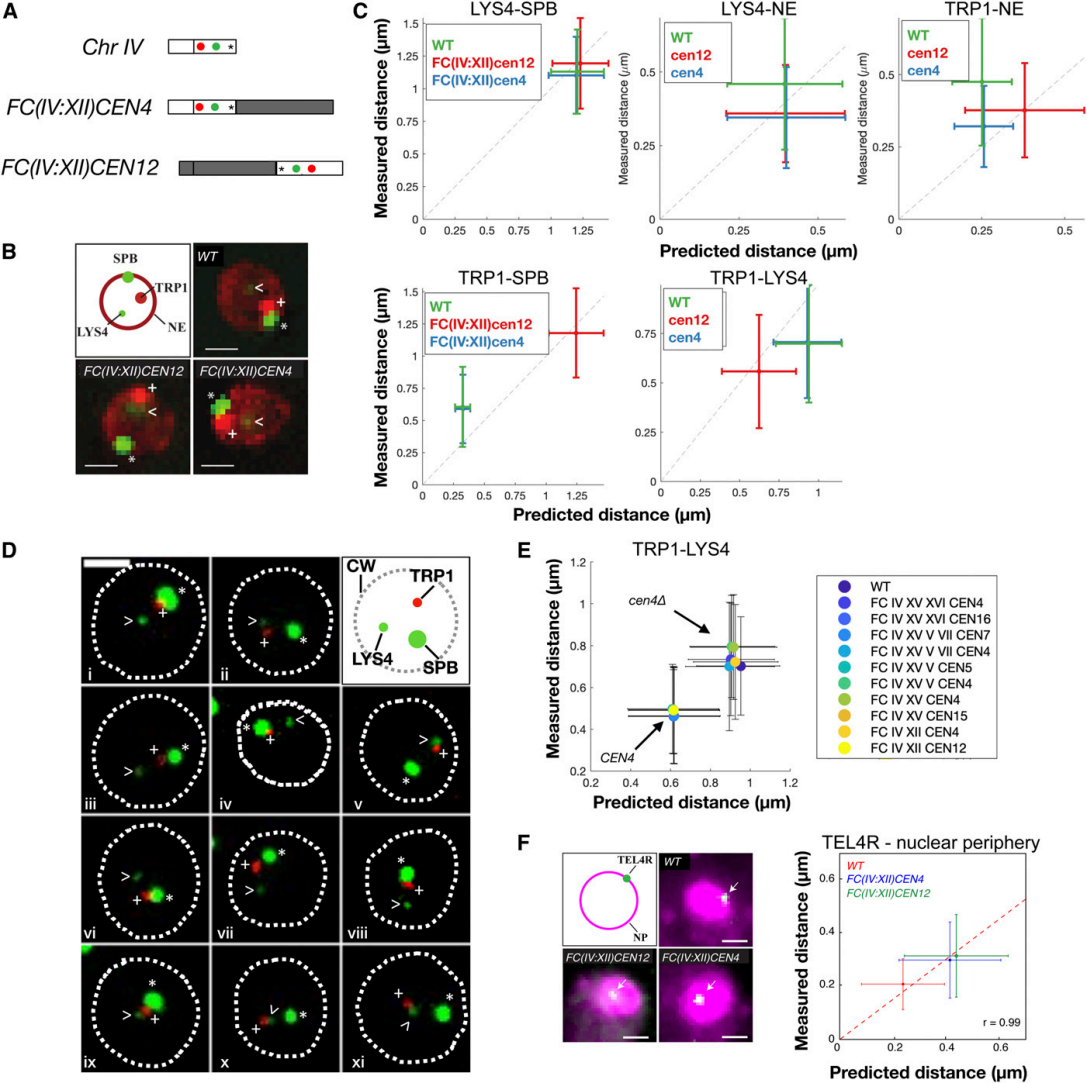
Validation of polymer models by live- and fixed-cell microscopy. (A) Position of *TRP1* (red), *LYS4* (green), and *TEL4R* (asterisk) on Chr IV and its indicated FC derivatives. (B) Live-cell microscopy of G1 cells of the indicated strains showing the localization of *TRP1* (red dot, marked with +), *LYS4* (faint green dot, arrowhead), the SPB (bright green dot, marked with an asterisk), and the nuclear periphery labeled with Nup49-mCherry (red). (C) Correlation of measured and predicted distances between the indicated nuclear loci, the SPB, and the nuclear periphery in the indicated strains. Graphs show the means and SDs for WT (151 cells), *FC(IV:XII)CEN4* (152 cells), and *FC(IV:XII)CEN12* (153 cells), and 10,000 independent simulations. (D) Live-cell microscopy of G1 cells of the indicated strains showing the localization of *TRP1*, *LYS4* and the SPB marked as in (B). Note that the NE is not labeled and the dotted line indicates the CW. Strains shown are: (i) *FC(IV-XII)CEN4*, (ii) *FC(IV-XII)CEN12*, (iii) *WT*, (iv) *FC(IV-XV)CEN4*, (v) *FC(IV-XV)CEN15*, (vi) *FC(IV-XV-V)CEN4*, (vii) *FC(IV-XV-XVI)CEN4*, (viii) *FC(IV-V-VII-XV)CEN4*, (ix) *FC(IV-XV-V)CEN5*, (x) *FC(IV-XV-XVI)CEN16*, and (xi) *FC(IV-V-VII-XV)CEN7*. Bar, 2 μm. (E) Correlation of measured and predicted distances between *TRP1* and *LYS4* in the indicated strains. Graphs show the means and SDs for simulations (10,000 iterations) and experimental data (>100 cells for each strain). Distances are shorter in strains in which Chr IV acts as a donor (*cen4*∆) compared to Chrs in which it acts as a recipient of fusions (*CEN4*). (F) FISH of G1 cells of the indicated strains showing the localization of *TEL4R* (green dot, arrows) and the nuclear periphery labeled with DAPI (magenta). Graph shows the means and SDs from WT (95 cells), *FC(IV:XII)CEN4* (82 cells), and *FC(IV:XII)CEN12* (102 cells), and 10,000 independent simulations. Bar, 1 μm. Chr, chromosome; CW, cell wall; FC, fused chromosome; NE, nuclear envelope; SPB, spindle pole body; WT, wild type.

### Chromosomal rearrangements reveal a correlation between increased expression and gene displacement from the nuclear periphery

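The 10 FC strains were sequenced with the wild type, in 42 samples in all, and quantified by the authors in the same way. There were 4 replicates of the wild type and of each FC strain, except FC(IV:XV:V:VII)CEN4 and FC(IV:XV:V:VII)CEN7, for which 3 replicates were mapped. The labels give 9 samples in batch 1, 22 in batch 2 and 11 in batch 3. Where a strain has 4 replicates, replicate 1 is in batch 1, replicates 2 and 3 are in batch 2 and replicate 4 is in batch 3. The FC(IV:XV:V:VII) strains have no sample in batch 1. Total estimated counts per sample ranged from 15884010 to 25084632 in batch 1 (median 21802781), from 13892444 to 19017210 in batch 2 (median 15902834) and from 42413782 to 81126639 in batch 3 (median 64922417). Depth was thus highest in batch 3, whichever the strain. By strain, totals ranged from 14876942 to 64922417 (median 19017114) in the wild type, from 15361830 to 56546163 (19186448) in FC(IV:XII)CEN12 and from 15599281 to 59059733 (18760125) in FC(IV:XII)CEN4. They ranged from 16618740 to 66024742 (median 21125230) in FC(IV:XV)CEN15, from 15340353 to 70329911 (19802956) in FC(IV:XV)CEN4, from 15225363 to 42413782 (19863542) in FC(IV:XV:V)CEN5 and from 14431454 to 65519079 (21911590) in FC(IV:XV:V)CEN4. In FC(IV:XV:XVI)CEN16 they ranged from 15263737 to 65162328 (median 16594491), in FC(IV:XV:XVI)CEN4 from 13892444 to 81126639 (14898841), in FC(IV:XV:V:VII)CEN4 from 16791761 to 59315548 (17716816) and in FC(IV:XV:V:VII)CEN7 from 14692295 to 64431242 (16206387). Between 19% and 20.9% of the ORFs in a sample had a fractional estimated count, and counts were rounded to whole numbers before testing. The counts of all 42 samples were fitted together with edgeR, after TMM normalization and its default filter on low counts, which kept 6531 genes, with the strain as the only term. A fit with the replicate number as a block and a fit with the batch as a covariate were made beside it.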

To determine whether the genome reorganization caused by chromosome fusions led to changes in gene expression, we performed RNA-seq in the 10 FC strains (Figure 3), with four independent RNA-seq replicate experiments per strain. 

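Each FC strain was compared with wild type, and a gene was counted as changed at an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment within each of the 10 strains). Of the 6531 genes, 5 changed in FC(IV:XII)CEN12, 11 in FC(IV:XII)CEN4, 9 in FC(IV:XV)CEN15, 12 in FC(IV:XV)CEN4, 28 in FC(IV:XV:V)CEN5, 26 in FC(IV:XV:V)CEN4, 31 in FC(IV:XV:XVI)CEN16, 37 in FC(IV:XV:XVI)CEN4 and 39 in FC(IV:XV:V:VII)CEN4. In FC(IV:XV:V:VII)CEN7 549 genes changed, 219 up and 330 down. Samples with the same replicate number deviated together. The mean correlation of their deviations from the strain means was 0.420 over 201 pairs, against -0.130 over 600 pairs with different numbers. With the replicate number as a block the counts, in the same order of strains, were 4, 16, 8, 13, 63, 52, 57, 84, 197 and 1201. The replicate number follows the batch in the strains with 4 replicates, but in the FC(IV:XV:V:VII) strains numbers 1 and 3 lie in other batches than in the wild type, so there the block mixes batches. With the batch as a covariate the counts were 28, 27, 28, 37, 170, 106, 77, 187, 769 and 2097. Among these fits of all samples the batch covariate moved the counts most. They went from 39 to 769 genes in FC(IV:XV:V:VII)CEN4 and from 549 to 2097 in FC(IV:XV:V:VII)CEN7. Fitted on batch 2 alone, with 2 samples per strain, between 1107 genes in FC(IV:XV:V:VII)CEN7 and 2384 in FC(IV:XV:V:VII)CEN4 changed. Batches 1 and 3 hold 1 sample per strain and allow no such fit. The number in FC(IV:XV:V:VII)CEN7 was 50 without its replicate 3 and 719 without wild-type replicate 2, the extremes over the 7 fits that left out 1 sample of this strain or of the wild type. It did not fall below the number in any other strain of the fit of all samples. In such fits the number in FC(IV:XV:V:VII)CEN4 itself ranged from 23 to 657, so the rank without each sample is not shown. In these 3 fits of the 42 samples the counts were larger with more donor chromosomes. This order was not kept in batch 2 alone, with every sample thinned to the smallest total, or with only genes that had at least 10 counts in every sample, where 6 genes changed in FC(IV:XV:V:VII)CEN4 and 10 in FC(IV:XV:V)CEN5.

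**Figure D2:**
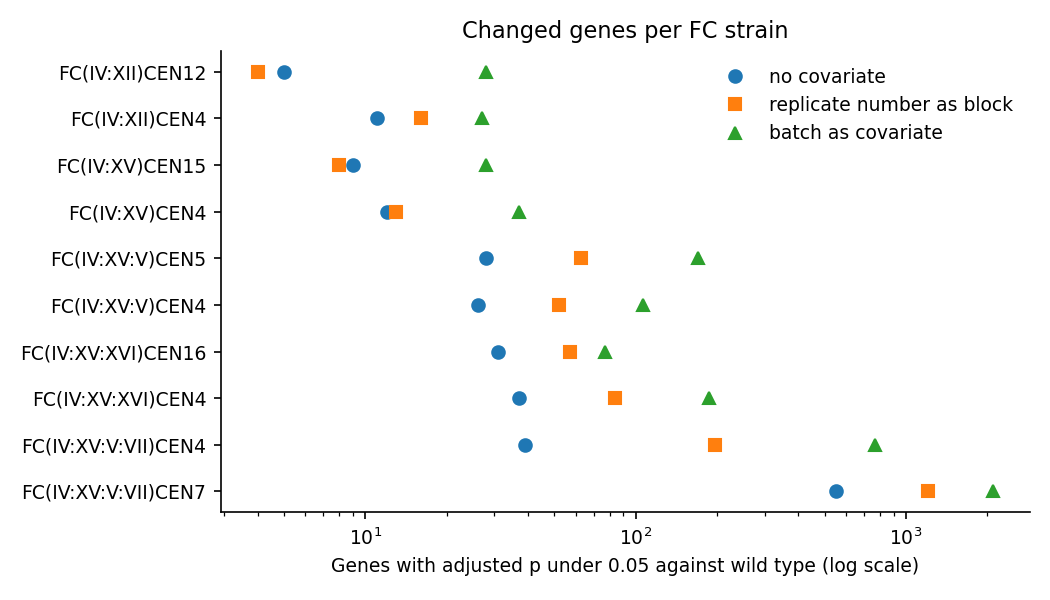
Number of genes with an adjusted p under 0.05 against wild type (horizontal axis, logarithmic) in each of the 10 FC strains (vertical axis), from edgeR fits with the strain alone, with the replicate number as a block, and with the batch as a covariate. Each dot is the count from 1 fit, and in FC(IV:XV:V:VII)CEN7 they lie at 549, 1201 and 2097 genes.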

Consistent with all FC strains having wild-type growth rates (Neurohr *et al.* 2011; Titos *et al.* 2014), the presence of FCs did not correlate with strong changes in gene expression (Figure S5**)**. This suggests that spatial chromosome displacements (such as changes in gene location relative to the SPB and to other chromosomes) do not strongly affect gene expression.

We then asked whether mild changes in expression correlated with changes in predicted gene position relative to the nuclear periphery. 

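Replicates of a strain were compared with each other before they were averaged. In 11 pairs of replicates from the same batch the chi-square statistic of their counts per degree of freedom lay between 8.31 and 72.9, and Pearson's r of their log2 values, across genes, between 0.960 and 0.993. In the 49 pairs of replicates from different batches the same statistic lay between 154 and 815, with r between 0.870 and 0.956. No pair differed by as little as sampling noise, so no 2 samples were merged, and each was counted as a replicate, as it is labelled. The comparison does not tell separate cultures from separate libraries of 1 culture. Replicates of different batches were less alike than replicates of the same batch in every case. In a principal component analysis of all 42 samples, the first component held 28.6% of the variance and the batch accounted for 88.3% of it, compared with 5.98% for the strain. The batch also accounted for 82.5% of the second component, which held 18.3% of the variance, and the strain for 75.8% of the third, which held 13.8%.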

Gene expression analysis was performed with four biological replicates for wild-type, and three or four biological replicates for each of 10 FC genotypes, for a total of 42 RNA-seq experiments. To calculate differential expression we compared the median expression in the four replicates of wild-type to the median expression for all replicates of each FC strain. Thus, for each gene, we obtained 10 differential expression values. As each FC strain was also modeled separately, we generated a matched set of 10 predicted changes in location. Thus, each gene in each FC strain was a point defined by its measured change in expression and its predicted change in location. To obtain a more accurate value for expression in the absence of changes in nuclear location, for each gene we used the average expression level of that gene across all strains in which the percent peripheral was not predicted to increase or decrease by > 1%. 

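Predicted changes in location come from the polymer model and were not analysed here. In their place each gene was classed by the fusion itself, with the strains in which its chromosome end was not engaged as its baseline. A chromosome end was taken as engaged in a strain where it had a lost ORF, and genes within 50 kb of an engaged end, lost ORFs left out, formed the first class, of 129 genes at 8 ends. The second class were the 309 genes within 50 kb of a centromere that some strains deleted and more than 50 kb from any chromosome end, and their baseline was the strains that kept that centromere. The right end of chromosome IV was engaged in 10 strains, which left the wild type as its only baseline. The left and right ends of chromosome XV were engaged in 6 and 8 strains, the right end of chromosome V in 4, its left end and the ends of chromosomes VII and XVI in 2 each, and the right end of chromosome XII in 1. Values were mean log2(TPM + 0.1) over the replicates of a strain, and the change of a gene was the difference between the strains of its class and its baseline. A fold change on this scale understates the change of genes with low TPM. Because the strain carries the genotype, significance was tested by permuting the genotypes of the 11 strains 100000 times.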

From this baseline expression value, we compared the fold change in expression for each strain with the predicted change in the frequency with which each gene was located in the nuclear periphery. 

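Lost ORFs accounted for a large part of the genes that changed in the strains with few changes. They were 5 of the 5 changed genes in FC(IV:XII)CEN12, 5 of 11 in FC(IV:XII)CEN4, 5 of 9 in FC(IV:XV)CEN15 and 5 of 12 in FC(IV:XV)CEN4. In both FC(IV:XV:V) strains 11 lost ORFs were among the changed genes, in FC(IV:XV:XVI)CEN16 14, in FC(IV:XV:XVI)CEN4 16, in FC(IV:XV:V:VII)CEN4 15 and in FC(IV:XV:V:VII)CEN7 16. All lost ORFs were left out of the comparisons by distance to an engaged end or a deleted centromere.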

Genes deleted during the fusion events were not considered. The results of this analysis show mild but statistically significant genome-wide expression changes for genes that change location relative to the nuclear periphery after chromosomal fusions (Figure 7, A and B). 

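Over the 129 genes within 50 kb of an engaged end, the median change between strains with the end engaged and strains without was 0.11 on the log2(TPM + 0.1) scale (two-sided permutation test, p = 0.00386). Computed from each replicate number alone it was 0.061, 0.087, 0.20 and 0.18 (SD 0.069). In the FC(IV:XV:V:VII) strains numbers 1 and 3 lie in other batches than in the other strains, and the last number is missing. These values and their SD therefore mix batch with genotype. Within batch 1 the median change was 0.24 over the 94 genes that could be compared (p = 0.004 from the same permutation test), within batch 2 it was 0.10 (permutation p = 0.108) and within batch 3 0.14 (permutation p = 0.0005). With the replicate number as a block, by centring the log2 values within each number, it was 0.12 (permutation p = 0.0023), the numbers being those whose deviations correlated at 0.420. The block mixes batches in the same way. TPM values of the FC strains were higher than those of the wild type for most genes, wherever they lay. The median over all genes was shifted by 0.12 in the average FC strain, from 0.032 in FC(IV:XV)CEN15 to 0.26 in FC(IV:XV:V:VII)CEN4, while with TMM-normalized counts (CPM) the shift was 0.0072. Relative to this shift, with each sample centred on its median over the 10 chromosomes that no strain fuses, the change near engaged ends was 0.034 (permutation p = 0.0611). With log2 TMM-normalized CPM it was 0.052 (permutation p = 0.0068). Among the alternatives that used all batches, a border of 20 kb moved the value most, to 0.22 in 15 genes. With the wild type as the only baseline the change was 0.18 (permutation p = 0.0937). From the expression changes set against the predicted changes in location, the paper concludes that genes displaced relative to the nuclear periphery change mildly but significantly in expression.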

For example, the median gene with a predicted 25% decrease in association with the periphery due to chromosome fusion exhibits a 25% increase in expression in FC strains (Figure 7B). While the effect on expression is weak, it is consistent across changes in localization and strains, and remains if we limit our analysis to genes not involved in the stress response, or to only highly expressed genes (Brauer *et al*. 

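In each of the 10 FC strains the median log2 ratio to wild type over genes near its own engaged ends was above the median over genes on the chromosomes that no strain fuses. The difference between these medians, which does not depend on the shift of all genes, ranged from 0.011 in FC(IV:XV:V:VII)CEN7 to 0.17 in FC(IV:XV)CEN4. Computed for single samples without pairing, the values of each strain overlapped with those of the wild type. In FC(IV:XV:V)CEN4, for example, their mean was 0.13 ± 0.14 (SD, n = 4), and that of the wild type over the same genes was -0.012 ± 0.14 (SD, n = 4). Exact two-sided permutation tests of the samples of each strain against those of the wild type, 10 in all, gave p from 0.171 to 0.686, with a lowest Benjamini-Hochberg adjusted p = 0.571. Samples with the same number deviate together (pairing correlation 0.420), and pairing was added after the data were seen for the 8 strains whose same-numbered samples share the batch with the wild type. The strain was higher in 4 of 4 pairs in 5 strains, in 3 of 4 in FC(IV:XV)CEN4 and FC(IV:XV:XVI)CEN4, and in 2 of 4 in FC(IV:XII)CEN12. The mean paired difference ranged from 0.046 to 0.14, and the lowest exact sign-flip permutation p = 0.125, two-sided, is the smallest that 4 pairs can give (adjusted p = 0.2). All 10 strains share the engaged right end of chromosome IV, so they are not independent of each other. Within batches, a comparison added after the data were seen, the difference between medians of log2 ratios was computed again. It was positive in 8 of the 8 strains of batch 1 and in 10 of 10 in batches 2 and 3. The single-sample pairs are another measure, and some of them went the other way, as in FC(IV:XII)CEN12. The difference between medians was positive in 7 strains for genes within 20 kb, and in 8 strains for genes with a mean of at least 10 TPM. For these highly expressed genes, 74 in number, the median change between engaged and not engaged strains was 0.056 (permutation p = 0.0337, two-sided). For the 65 genes near engaged ends with a mean TPM above that of the median gene it was 0.053 (permutation p = 0.053). Lists of stress-response genes were not used here.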

2008; Gasch *et al*. 2000) (Figure S6**)**. Importantly, the correlation between increased expression and predicted displacement from the nuclear periphery holds for both subtelomeric and nonsubtelomeric genes (Figure 7, C and D). 

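Genes near engaged ends were divided by distance, and all changes are given first on the TPM scale and then relative to the genes on chromosomes never fused. In the outermost 20 kb the median change was 0.22 (12 of 15 genes up), and between 20 and 50 kb it was 0.090 (74 of 114 genes up). For nonsubtelomeric genes on the same arms it was 0.088 between 50 and 100 kb (121 of 190 genes up) and 0.075 between 100 and 200 kb (245 of 393 genes up). In a family of 5 comparisons the two-sided permutation tests gave p = 0.0145, p = 0.00923, p = 0.0116 and p = 0.00843, each with a Benjamini-Hochberg adjusted p = 0.0181. Genes at the ends of chromosomes never fused, for which no strain serves as a baseline other than the wild type, were shifted too, with a median of 0.11 over 431 genes. With the wild type as only baseline, the change within 50 kb of engaged ends was 0.18 (permutation p = 0.0937). After centring, the medians were 0.100, 0.027, -0.0004 and -0.014 in order of distance, with permutation p = 0.124, p = 0.181, p = 0.981 and p = 0.167. Beyond 50 kb they showed no clear direction, with 94 of 190 and 186 of 393 genes up. By end, the median change was 0.22 at IVR, 0.091 at VL, 0.22 at VR, 0.21 at VIIR, 0.23 at XVL, 0.059 at XVR, 0.0049 at XVIL and -0.039 at XIIR. Among the 8 ends, the exact permutation test over the choice of strains gave p = 0.00606 at VR (adjusted p = 0.0485), p = 0.0182 at VIIR and p = 0.0195 at XVL (both adjusted p = 0.052). The smallest p that the design allows at IVR, where 10 strains are set against the wild type alone, is 0.0909. Centring lowered these medians to 0.079 at IVR, 0.086 at VR, 0.059 at VIIR and 0.11 at XVL, where the exact permutation p = 0.0455 was the second lowest after p = 0.0212 at VR, and no end had an adjusted p below 0.17. It turned the median at VL to -0.061 and that at XVR to -0.026. Over the 309 genes near deleted centromeres, all nonsubtelomeric, the median change was 0.056 (permutation p = 0.0175). It was 0.017, 0.077, 0.15 and 0.085 from the single replicate numbers, which do not follow the batch in the FC(IV:XV:V:VII) strains. Without replicate 3 it was 0.043 (permutation p = 0.0997), and without any other number the permutation p lay between 0.0029 and 0.035. It was 0.087 in batch 1 (permutation p = 0.0927), 0.082 in batch 2 (permutation p = 0.0374) and 0.050 in batch 3 (permutation p = 0.0883). With the replicate number as a block (pairing correlation 0.420) it was 0.073 (permutation p = 0.008). The wild type as only baseline moved it most, to 0.14 (permutation p = 0.114), and centring brought it to 0.0066 (permutation p = 0.595). Near CEN5 the median change was 0.15 with 40 of 54 genes up (exact permutation p = 0.00606, adjusted p = 0.0364 among the 6 centromeres), and after centring 0.022 (exact permutation p = 0.352). The medians at the other 5 were 0.13 near CEN15 (exact permutation p = 0.0939), 0.11 near CEN7, 0.026 near CEN4 (exact permutation p = 0.613), -0.0062 near CEN16, with 21 of 44 genes up, and -0.059 near CEN12, with 18 of 50 genes up. CEN7, CEN12 and CEN16 were each deleted in 1 strain. After centring the median was 0.034 near CEN15, 0.015 near CEN4, -0.0002 near CEN16, -0.022 near CEN12 and -0.091 near CEN7, and no centromere had an adjusted p below 0.545.

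**Figure D3:**
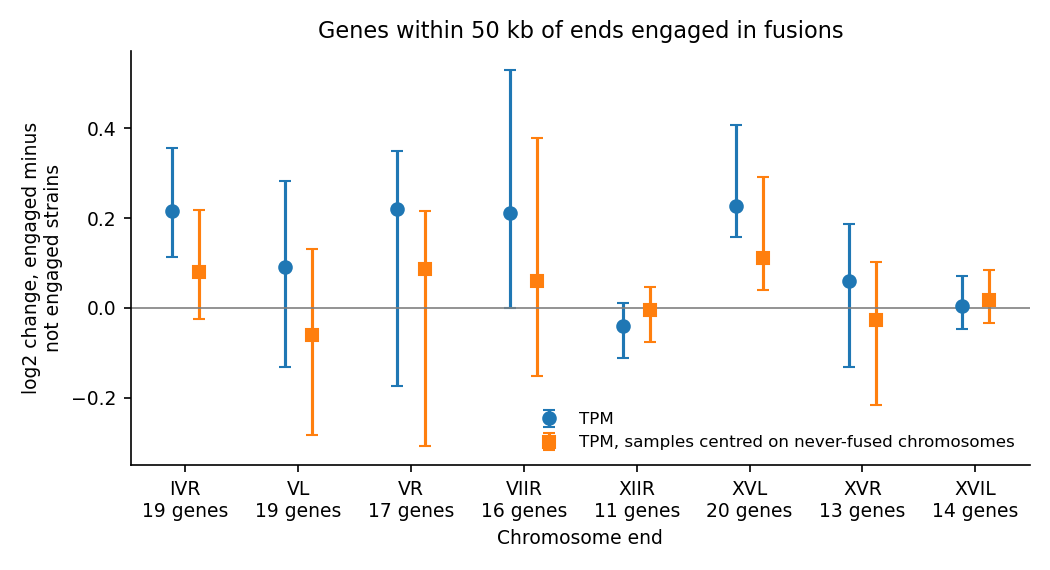
Change in log2(TPM + 0.1) between strains with the end engaged and strains without (vertical axis) for genes within 50 kb of each of the 8 engaged ends (horizontal axis). Points are medians and bars the interquartile range over genes, as deposited (circles) and with each sample centred on its median over never-fused chromosomes (squares), where the median at VL falls from 0.091 to -0.061 and that at XVR from 0.059 to -0.026.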

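The 6 genes around TEL4R that were followed by expression are YDR534C (FIT1), YDR535C, YDR536W (STL1), YDR537C, YDR538W (PAD1) and YDR539W (FDC1). In R64, FIT1 lies on chromosome IV from 1503314 to 1504900, STL1 from 1508005 to 1509714, PAD1 from 1510902 to 1511630 and FDC1 from 1512094 to 1513605. Their midpoints are 27.8, 23.1, 20.7 and 19.1 kb from the end of the unfused chromosome. YDR535C and YDR537C have no coordinates in the annotation used. None of the 6 has a near-identical copy. Expression in the wild type was low for FIT1 (1.496 ± 0.511 TPM, SD, n = 4), STL1 (1.80 ± 0.251) and YDR535C (2.62 ± 1.55), and higher for YDR537C (12.7 ± 3.05), PAD1 (18.3 ± 4.69) and FDC1 (25.5 ± 0.985).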

Examples of correlated changes in expression and localization are shown for the *TEL4R*-proximal region, which is perinuclear in wild-type cells but is displaced away from the nuclear periphery in FC(IV:XII) (Figure 6F), and presumably in all other FC strains, as this region is always engaged in fusions (Figure 3). Most genes in this region show increased expression after predicted displacement toward the nuclear interior (Figure 7E). 

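In the 38 FC samples, mean expression was 2.20 ± 1.39 TPM (SD) for FIT1, 2.53 ± 0.980 for STL1, 3.00 ± 1.07 for YDR535C, 12.3 ± 3.24 for YDR537C, 19.9 ± 4.21 for PAD1 and 27.7 ± 5.22 for FDC1. In the contrast of the mean of the 10 FC strains with wild type, the log2 fold change was 0.37 for FIT1 (standard error 0.33), 0.32 for STL1 (standard error 0.18), 0.08 for YDR535C (standard error 0.26), 0.0043 for PAD1 (standard error 0.11), -0.02 for FDC1 (standard error 0.086) and -0.15 for YDR537C (standard error 0.23). Each of the 6 had an adjusted p = 0.999 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over all genes), so none was distinguished from the wild type in this fit. Adjusted over all genes, the replicate block and the batch covariate left all 6 above an adjusted p of 0.05 as well. Adjusted over the 128 tested genes near engaged ends, edgeR's quasi-likelihood test with the batch as a covariate gave an adjusted p = 0.034 for STL1 (log2 fold change 0.30) and an adjusted p = 0.0422 for FIT1 (0.36). For FC(IV:XV:V:VII)CEN7 alone, with the batch as a covariate and adjustment over all genes, the same test gave FIT1 a log2 fold change of 0.68 (adjusted p = 0.0114) and STL1 of 0.41 (adjusted p = 0.0452). FIT1 was far above the other replicates in replicate 1 of FC(IV:XII)CEN12 and of FC(IV:XV:XVI)CEN4, and STL1 in replicate 4 of both FC(IV:XV) strains.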

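For each of the 128 tested genes within 50 kb of an engaged end, the strains with the end engaged were compared with the strains without. At an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment over these 128 genes) 11 genes rose and 12 fell, and 74 had a positive log2 fold change. With the replicate number as a block, the numbers being paired at a correlation of 0.420, 19 rose and 17 fell, and with the batch as a covariate 29 rose and 24 fell. At VIIR 5 of 16 genes rose and 1 fell, at XVL 3 of 19 rose and 3 fell, at VL 2 of 19 rose and 2 fell, and at VR 1 of 17 rose and 4 fell. At XVR and XVIL no gene rose and 1 fell. No gene among the 19 at IVR and the 11 at XIIR changed in either direction. With the batch as a covariate 7 genes rose and 4 fell at VIIR, 6 and 3 at XVL, 5 and 6 at VL, 6 and 7 at VR, and 2 and 2 at XVR. At IVR 3 genes rose in that fit, FIT1 and STL1 among them, and 1 gene fell at each of XIIR and XVIL. VL and VIIR were engaged only in the FC(IV:XV:V:VII) strains, which have no sample in batch 1.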

Of the almost 500 genes that were predicted to change their peripheral localization by >5%, 85 experienced changes in expression (Figure 7F, listed in Tables S3–S4).

**Figure 7:**
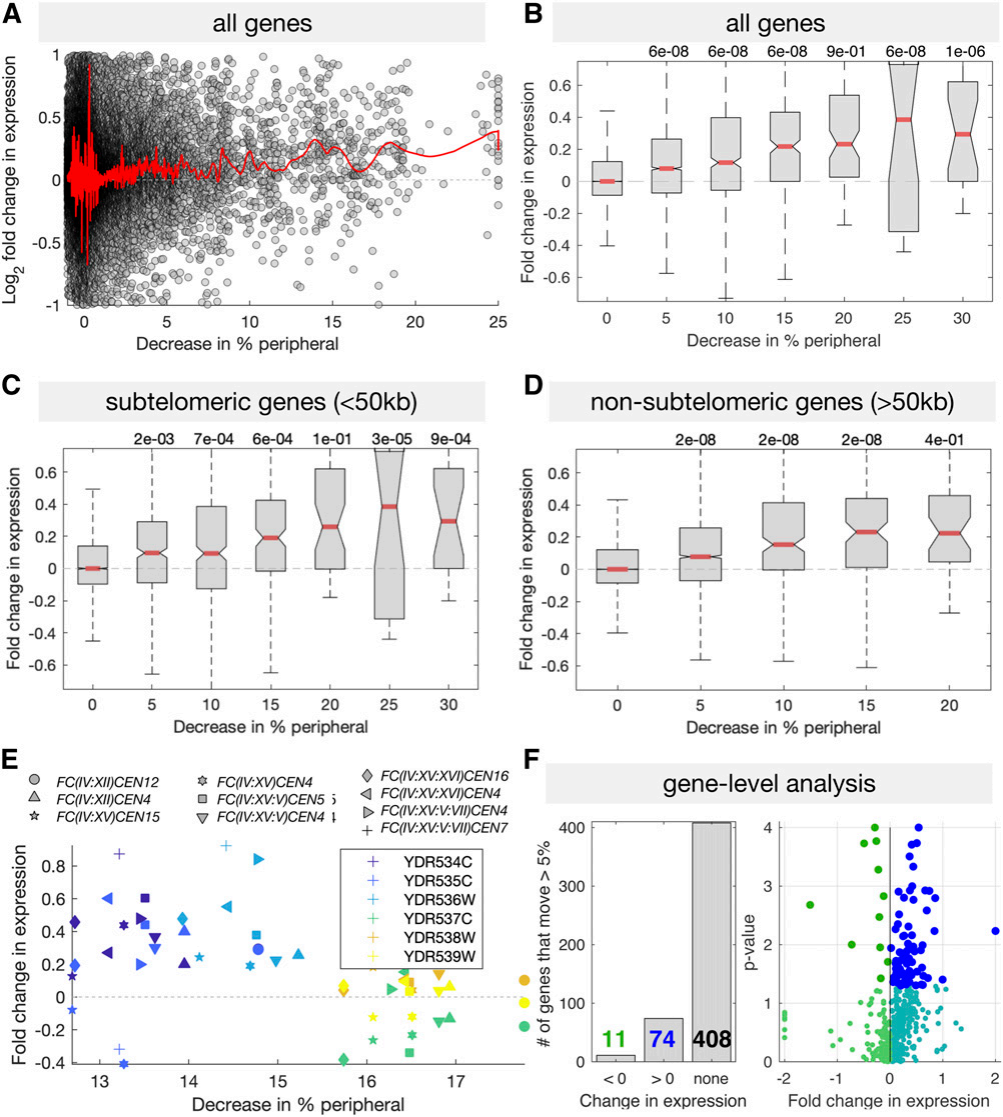
Gene displacement away from the nuclear periphery correlates with increased expression. (A) Shown for all genes and all strains are the fold changes in expression, and changes in the predicted localization to the nuclear periphery. Red line shows a LOESS fit with a window size of 100 genes (MATLAB smooth() with the “rloess” option). (B–D) The same data as in (A), with genes grouped by the predicted decrease in peripheral localization. (E) Measured expression and predicted change location for the six genes around TEL4R, which are shown to be displaced from the periphery in Figure 6F. Colors mark genes and symbols mark strains. This region is predicted to be in the periphery, has ∼15% fewer nuclei, and all genes save YDR537C increase in expression. (F) The number of genes predicted to move >5% that exhibit significant (Student’s *t*-test *P* < 0.05) changes in expression. (B–D) *P*-values are tests for difference in the mean between each group and the nondisplaced group, using Tukey’s honestly significant difference criterion to correct for multiple hypothesis testing, using anova1() and multcompare() in MATLAB. LOESS, locally estimated scatterplot smoothing.

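The medians of the replicates, which the paper compared, were above the wild-type median in all 10 FC strains for FIT1, STL1 and PAD1. They were above it in 7 strains for FDC1, in 6 for YDR535C and in 3 for YDR537C. These counts are on the TPM scale and include the shift of all genes. In the edgeR fit with the strain as the only term, log2 fold changes of PAD1 in single strains ran from -0.12 to 0.13. Those of FDC1 ran from -0.095 to 0.083, those of FIT1 from -0.049 to 0.74 and those of STL1 from 0.21 to 0.45. Wild-type and FC samples were then compared within each batch, as the difference of their mean log2(TPM + 0.1). FIT1 was higher in the FC strains by 0.87 in batch 1, 0.11 in batch 2 and 0.73 in batch 3, and STL1 by 0.56, 0.12 and 0.78. For the other genes the direction differed between batches. PAD1 differed by 0.0031 in batch 1, -0.10 in batch 2 and 0.76 in batch 3, and FDC1 by 0.072, -0.074 and 0.45. YDR535C differed by -0.45, 0.79 and 0.097, and YDR537C by 0.010, -0.18 and 0.038. Batches 1 and 3 hold a single wild-type sample each, so the spread between wild-type samples cannot be estimated there.

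**Figure D4:**
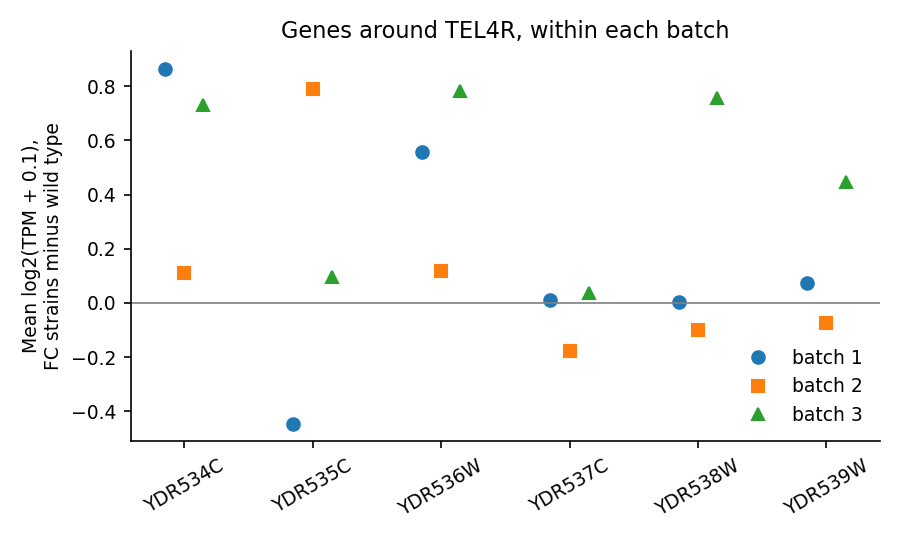
Difference of mean log2(TPM + 0.1) between FC and wild-type samples (vertical axis) for the 6 genes around TEL4R (horizontal axis), with 1 symbol per batch. FIT1 (YDR534C) and STL1 (YDR536W) lie above 0 in all 3 batches, and the other genes lie on both sides of it.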

### The effects of nuclear location *vs.* centromere and telomere deletion

Increased expression could be caused by deletion of repressive elements in telomeres and centromeres during chromosome fusion, gene displacement away from the nuclear periphery, or from a combination of these two factors. As deletion of the centromere is highly correlated with changes in location, to determine if deletion of a centromere affects expression, we used ANOVA to determine if the distance to the centromere is predictive of changes in gene expression after first taking into account predicted changes in location and wild-type gene expression. We find that after taking into account the predicted change in location, the distance to the centromere (whether deleted or not) is not predictive of changes in expression (Figure 8). This suggests that spreading of a repressive signal in *cis* around centromeres is unlikely to measurably affect expression, and that distance to the nuclear periphery may be the dominant effect.

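The predicted change in location could not be entered here, so distance to the centromere was tested alone. Over the 1176 genes within 200 kb of a centromere that some strains deleted, Spearman's rho of the change between strains without and with the centromere against distance was -0.024 (two-sided permutation test over 10000 permutations of the strains, p = 0.55). The correlation is across genes, which are not independent replicates. Restricting the genes to 75 kb changed its sign, to 0.026 (permutation p = 0.672). With log2 values centred within each batch, an alternative added after the data were seen, rho was -0.024 (permutation p = 0.567). The median change was 0.083 over the 95 genes within 15 kb (69 up), 0.068 over 456 genes within 75 kb (307 up), 0.061 over 618 genes within 100 kb (412 up) and 0.047 over all 1176 (770 up). Their permutation tests gave p = 0.00491, p = 0.00259, p = 0.00605 and p = 0.0297 (adjusted p = 0.00807 for the first 3 of these 4 tests, p = 0.0297 for the last). These values are on the TPM scale and include the shift of all genes. With samples centred on the chromosomes never fused they were 0.022, 0.011, 0.011 and 0.0072, with permutation p = 0.232, p = 0.324, p = 0.265 and p = 0.35, and each of the 4 had a Benjamini-Hochberg adjusted p = 0.35. In the contrast of the average FC strain with wild type, which does not separate strains with and without a centromere, none of the 12 ORFs that flank the 6 deleted centromeres changed. Their log2 fold changes lay between -0.21 for ERG26 (YGL001C, chromosome VII, 495453 to 496502) and 0.27 for PHO80 (YOL001W, chromosome XV, 325249 to 326130), with adjusted p = 0.999 and adjusted p = 0.978 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In single strains, by the same test, some of them did. YLR001C (chromosome XII, 151389 to 153977), which flanks CEN12, rose by 0.81 (adjusted p = 0.00971, with the batch as a covariate 3.44e-06) in FC(IV:XII)CEN4, the only strain without CEN12. NTH1 (YDR001C), which flanks CEN4, changed by -1.66 (adjusted p = 0.0025) in FC(IV:XV:V:VII)CEN7, where CEN4 is deleted. In the other strains without CEN4 its log2 fold change was positive, from 0.40 to 0.45 (adjusted p from 0.9895 to 0.9998). In FC(IV:XV:V:VII)CEN7 EFM5 (YGR001C), at the retained CEN7, changed by -1.46 (adjusted p = 1.98e-07), and YLR001C by -0.54 (adjusted p = 0.0433). RMD1 (YDL001W), at the retained CEN4, rose by 0.54 in FC(IV:XV:V:VII)CEN4 (adjusted p = 0.0461).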

**Figure 8:**
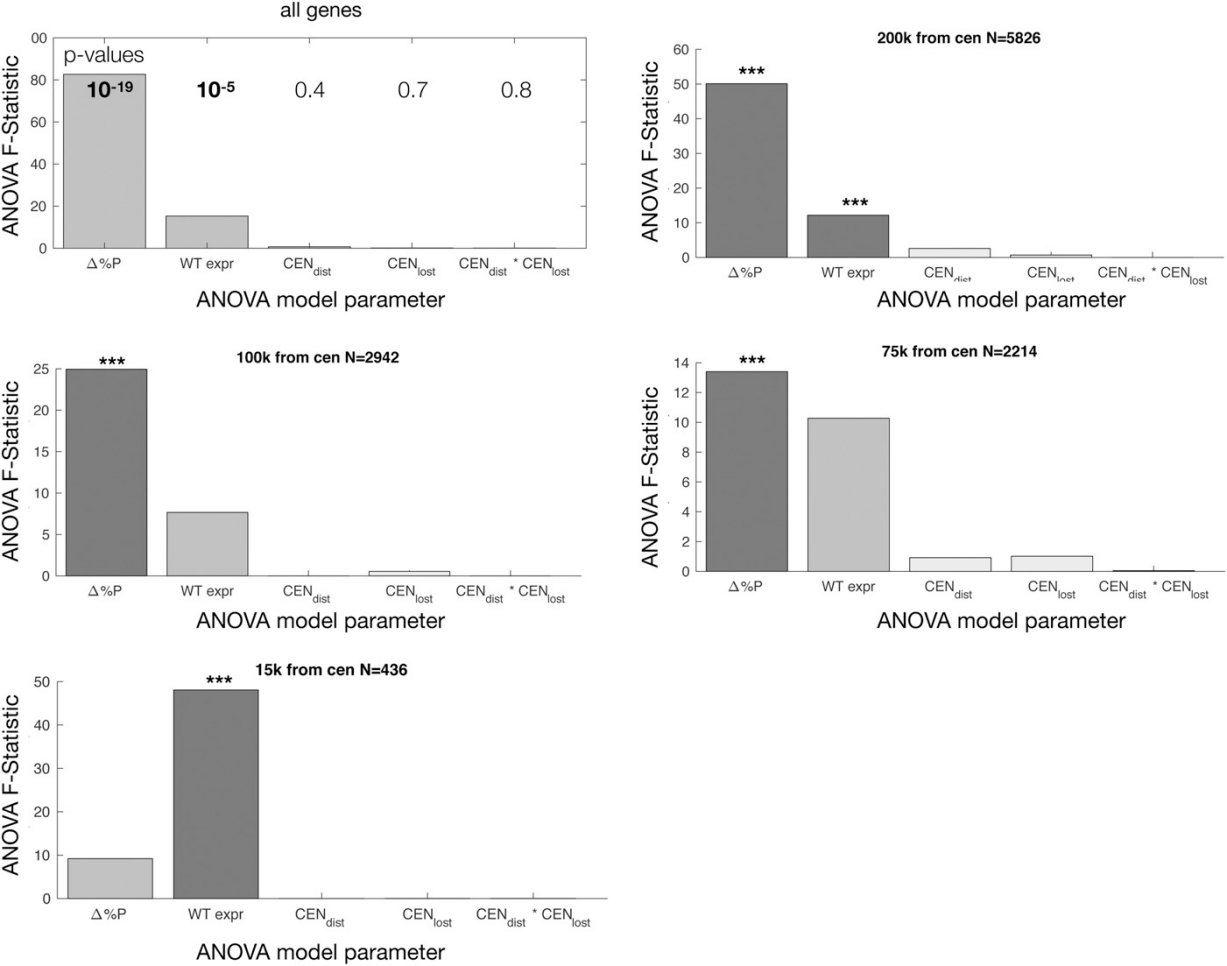
Deletion of the *CEN* element does not account for changes in the expression of nearby genes. ANOVA F-Statistic (the predictive power of each variable) for measured change in expression [log2(FC/WT)] for all genes, or only genes 200, 100, 75, or 15 kb from the centromere. Multivariate ANOVA shows that the only significant predictors of change in expression are the predicted change in localization relative to the nuclear periphery (Δ%P) and, to a lesser extent, the expression of that gene in WT cells (*** *P* < 0.05 after multiple hypothesis testing). In this ANOVA, terms are added sequentially, so the model is testing if WT_expr_ adds to the predictive power of a model that already includes Δ%P, then tests if adding CEN_dist_ further improves the model, and so on. CEN_dist_ tests if the distance to the centromere is correlated with changes in expression after taking into account all other features in the model (change in %peripheral, WT expression, etc). CEN_lost_ tests if deletion of a CEN element affects expression after taking into account all other features in the model (change in %peripheral, WT expression, etc). CEN_dist_*CEN_lost_ (the last bar) is an interaction term testing if the distance to the centromere specifically matters for deleted centromeres. Cen, centromere; expr, expression; FC, fused chromosome; WT, wild-type.

Deletion of telomeres may affect the expression of subtelomeric genes. To measure the effects of telomere deletion on gene expression, we used all FC strains and the subset of genes on a chromosome arm that underwent fusion and telomere loss, and predicted changes in expression from both distance to the deleted telomere and from the predicted frequency in the nuclear periphery. We then asked which is a better predictor of changes in gene expression. For the subset of genes on chromosome arms that underwent fusion, we took all genes X kb (+/− 10 kb) from the deleted telomere, and used a linear model to predict changes in expression from % peripheral or from distance to the deleted telomere for this set of genes, allowing us to correlate changes in expression with each feature. Thus, we obtained an r^2^ for each, and the feature with the higher r^2^ is the better predictor (Figure 9, A and C). 

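For genes on arms with an engaged end, the squared Pearson correlation of each gene's log2 ratio of a strain to wild type with its log10 distance to that end was computed in windows of 10 kb on either side, centred from 20 to 100 kb in steps of 1 kb. Each window held between 192 and 395 gene-strain pairs. The median r² over the windows was 0.0058, and from the single replicate numbers it lay between 0.0027 and 0.0127. The highest r², 0.0773, was in the window centred at 73 kb. The same gene enters once for each strain, so the pairs are not independent. With distance in linear kb the median r² was 0.0061. The curve for % peripheral was not analysed here.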

Taking the log2(ratio) of the r^2^ values, if the log2(ratio) is >0, then % peripheral is a better predictor. While both features are similarly predictive, increased expression correlates better with predicted frequency in the nuclear periphery for genes that are both close to the deleted telomere, as well as for genes further away (Figure 9, B and D). This suggests that these expression changes are not, or not entirely, due to distance from the deleted telomere, and that distance from the periphery plays a slightly more important role.

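In windows of 25 kb on either side, with between 491 and 923 gene-strain pairs each, the median r² for distance to the engaged end was 0.0097, and it lay between 0.0015 and 0.0141 from the single replicate numbers. The highest r² was 0.0478, in the window centred at 34 kb. With only genes that had a mean of at least 10 TPM the median r² was 0.002, and with 1 replicate number left out it lay between 0.0017, without replicate 3, and 0.0146, without replicate 1. The ratio to the r² for % peripheral was not computed, since the predicted locations were not used here.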

**Figure 9:**
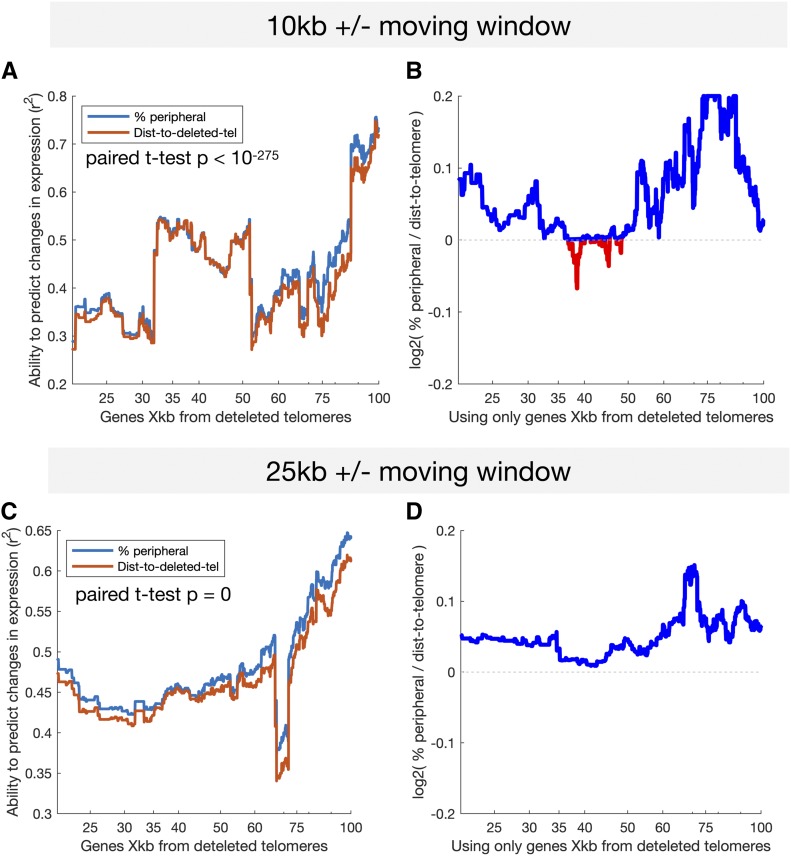
The predicted change in % peripheral is a better predictor of changes in gene expression than is the distance to the telomere. Using data from all FC strains, we selected the subset of genes on all chromosome arms that underwent fusion, and calculated the fold-change in expression (relative to wild-type), the change in % peripheral, and the distance to the former telomere. (A and C) The r^2^ for predicting change in expression as a function of either % peripheral or distance to the telomere for all genes within a 20- (A) or 50-kb (B) moving window. This measures the correlation of each feature within each window. (B and D) Each point shows the fold difference between the ability of changes in % peripheral to predict expression and the ability of the log distance to the telomere to predict expression. Each value is the log2(r^2^_%peripheral_/r^2^_dist-to-tel_) for the set of genes that are in a 20- (B) or 50-kb (D) moving window centered X kb from the former telomere. Gene sets in which changes in % peripheral are better predictors of changes in expression (log2(r^2^_%peripheral_/r^2^_dist-to-tel_) > 0) are colored blue. dist-to-tel, distance to telomere; FC, fused chromosome.

## Discussion

Interphase yeast chromosomes are organized with centromeres clustering around the SPB, telomeres associating with the NE, and chromosome arms extending between these two anchoring points in a brush-like fashion. How this organization affects nuclear functions is not fully understood. Previous studies have reported altered expression of subtelomeric genes in mutants that disrupt heterochromatin formation or telomere clustering (Wyrick *et al.* 1999; Taddei *et al.* 2009). Importantly, these studies did not directly address the role of 3D chromosome organization, as the genetic perturbations used (depletion of histone H4, and mutations of the silencing factor *SIR3* and of the telomere tethering proteins *YKU70* and *ESC1*) affected multiple processes, including heterochromatin formation, genome-wide gene expression, and DNA repair.

In this study, we used tailored chromosome fusions (FC cells) to alter interphase nuclear organization in otherwise wild-type cells. Computational modeling validated with single-cell imaging revealed significant changes in nuclear organization after these chromosome fusion events. These changes included displacement of donor chromosomes away from the SPB after deletion of their centromeres and displacement of chromosome regions away from the nuclear periphery after deletion of neighboring telomeres. Furthermore, the distance between two chromosome loci in the arm of a donor chromosome was reduced upon fusion to a receiving chromosome, in both live cells and computational models. Notably, reduced distances between the same chromatin loci in FC strains were previously observed during anaphase chromosome segregation (Neurohr *et al.* 2011; Titos *et al.* 2014). This suggests that physical constraints acting on interphase chromatin of fused donor chromosomes can lead to their increased compaction, which is then maintained throughout the cell division cycle. This highlights the power of polymer-based modeling to reproduce nuclear organization features (Tjong *et al.* 2012; Wong *et al.* 2012) and further extends the applicability of these approaches to predict nuclear organization of yeast strains with chromosome fusions, based only on minimal imposed constraints.

Our analysis reveals that genome-wide gene expression levels remained generally unaffected by changes in chromosome organization. However, we also find that chromosome fusions result in consistent and reproducible increases in expression, with >100 genes exhibiting a mild but significant increase. This is consistent with normal growth of FC strains in rich media (Titos *et al.* 2014), and with recent reports that overall transcription is not affected by fusion of all yeast chromosomes into one or two mega-chromosomes (Luo *et al.* 2018; Shao *et al.* 2018). These two studies also reported derepression of subtelomeric genes near chromosome fusion sites, which was attributed to disruption of telomeric silencing. These studies used one to three RNA-seq biological replicates, whereas we used four biological replicates for wild-type, and three or four biological replicates for each of 10 FC genotypes, for a total of 42 experiments. 

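The median absolute log2 fold change over all genes, from the fit without block or batch, lay between 0.12 in FC(IV:XII)CEN4 and 0.27 in FC(IV:XV:V:VII)CEN7. Lost ORFs aside, 349 gene-strain pairs changed at least 2-fold at an adjusted p under 0.05, and 252 of them were in FC(IV:XV:V:VII)CEN7. In the other strains the number of such genes was 0 in FC(IV:XII)CEN12, where 258 genes had an unadjusted p under 0.05, 5 in FC(IV:XII)CEN4, 4 in FC(IV:XV)CEN15, 6 in FC(IV:XV)CEN4, 17 in FC(IV:XV:V)CEN5, 14 in FC(IV:XV:V)CEN4, 16 in each FC(IV:XV:XVI) strain and 19 in FC(IV:XV:V:VII)CEN4. With the replicate number as a block, at the same pairing correlation of 0.420, the pairs numbered 552, and with the batch as a covariate 851. The ORFs of the 2-micron plasmid, nearly without counts in the strains with chromosome XV fused, were not left out of these numbers.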

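Changes shared by the strains were tested in the contrast of the mean of the 10 FC strains with wild type. At an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment) 39 genes changed, 3 up and 36 down, and 378 genes had an unadjusted p under 0.05. Of the 36, 21 are ORFs lost in at least 1 strain and 4 are ORFs of the 2-micron plasmid, which leaves 11. Of the 39, 19 changed in the same direction in all 10 strains, 3 up and 16 down. With the replicate number as a block, paired at a correlation of 0.420, 78 genes changed, and with the batch as a covariate 184 genes changed, 57 up and 127 down. The largest increases were in ADE2 (YOR128C), with a log2 fold change of 1.72, YJL047C-A, with 1.43, and ECL1 (YGR146C), with 0.69. Their adjusted p from the same test were 6.69e-05, 0.0147 and 0.00187. None of these 3 genes lies within 50 kb of a chromosome end. ADE2 was raised less in the 4 strains with a single donor chromosome, by 0.23 to 0.66, than in the 6 others, by 1.75 to 3.05. With only genes that had at least 10 counts in every sample, the adjusted p of YJL047C-A was 0.0544.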

Accurate quantification of expression changes of <50% requires >10 replicates (Schurch *et al.* 2016), potentially explaining why we identified a relatively higher number of genes with changes in expression of 10–20%. Because increased expression of these genes is correlated with both their 1D distance to the former telomere and their 3D distance to the periphery, both deletion of neighboring telomeres and spatial displacement away from the nuclear periphery may contribute to increased expression levels of subtelomeric genes. Our results suggest that, while deletion of telomere sequences may play a role, 3D distance to the periphery is likely a major factor affecting gene expression (Figure 9).

It is interesting to consider our results in the context of previous studies on the mechanisms of subtelomeric silencing in budding yeast. Transcription levels are known to decrease in proximity to telomeres [reviewed in Mondoux and Zakian (2006)]. Moreover, gene targeting to the nuclear periphery, either by integration of reporters in subtelomeric regions or by artificial anchoring to perinuclear proteins, leads to silencing that is dependent on perinuclear enrichment of SIR factors (Gottschling *et al.* 1990; Andrulis *et al.* 1998; Pryde and Louis 1999; Taddei *et al.* 2009). These observations led to the hypothesis that the NE is a transcriptionally repressive environment due to the local accumulation of repressive factors. However, a truncated telomere that does not localize to the nuclear periphery can still support silencing of a *URA3* reporter (Mondoux *et al.* 2007), and microarray analysis has shown that almost 80% of subtelomeric genes are still silenced after telomere detachment from the nuclear periphery in *esc1 yku70* mutants (Taddei *et al.* 2009). These findings raised the possibility that subtelomeric gene position and expression are independent of each other. In contrast, our results suggest that displacement from the nuclear periphery affects the expression levels of native subtelomeric genes, but that this effect is relatively mild, which may have escaped previous analysis using growth on selective media or microarrays. These findings support the hypothesis that regulation of perinuclear localization of subtelomeric genes (*e.g.*, by telomere detachment) may affect their expression in response to environmental signals. Since chromosome detachment in the FC strains examined here caused relatively mild changes in expression, it remains unclear to what extent changes in position may contribute to the induction of subtelomeric gene expression in stress conditions.

How the deposited data were processed for this re-analysis (not part of the article)

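RNA-seq of 42 cultures of budding yeast was used: 4 replicates of the wild type and of 8 strains with fused chromosomes (FC strains), and 3 replicates of each FC(IV:XV:V:VII) strain. The authors prepared stranded mRNA libraries, sequenced them as paired-end reads on a HiSeq2000 instrument, and assigned the reads with kallisto to all annotated ORFs of the R64-1-1 release. The version of kallisto is not stated. The deposited estimated counts (expected counts) are the numbers of read pairs that kallisto assigned to each ORF, with fractions where pairs fit several ORFs, and carry no further normalization. The deposited TPM values are those counts divided by the effective length of the ORF and scaled to the same total in every sample. No filter on expression had been applied to either.

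Each sample was assigned its strain, replicate number and batch from its label. Total estimated counts per sample had a median of 17759974, with a lowest value of 13892444 and a highest of 81126639. Replicate numbers follow the batch in the strains with 4 replicates but not in the FC(IV:XV:V:VII) strains. Samples with the same number were tested for shared deviations by correlating the residuals of log2 values from their strain means. The mean correlation was 0.463 over 311 pairs of samples from the same batch and -0.281 over 490 pairs from different batches.

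Estimated counts were rounded to whole numbers and fitted for all samples together in edgeR 4.0.16 with TMM normalization, its default filter on low counts and the quasi-likelihood F test. Contrasts compared each FC strain, and the mean of the 10 FC strains, with wild type. P-values were adjusted by Benjamini-Hochberg, and a gene was called changed at an adjusted p under 0.05. For genes near engaged ends, the strains with the end engaged were compared with the others in the same fit. The fit was tested on simulated data, in which 200 genes were changed in counts drawn from the fitted levels and dispersions of the real genes. A log2 change of 1 in a single strain was called for 56.5% of these genes with 3 false calls, and a change of 2 for 85.5% with 13 false calls. A change in all FC strains was called for 77% and 93% of them, with 19 and 14 false calls.

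TPM values were used on the log2(TPM + 0.1) scale, averaged over the replicates of a strain, for comparisons by position. Chromosome ends engaged in a fusion were found from lost ORFs, and genes were placed with the R64 annotation from the middle of the gene. Tests across strains permuted the genotypes of the 11 strains 100000 times (10000 for alternatives and for the correlation with distance to the centromere) and were two-sided. On simulated data, drawn independently for each gene and sample, a planted change of 0.3 was measured as 0.32. Of 100 simulations without a change, 6% gave p under 0.05 in this permutation test. The simulated values held no batch effect and no shift shared by all genes of a strain. They therefore do not show how the test behaves where these are present. Tests at single ends and centromeres enumerated all choices of strains. Tests of single strains against wild type enumerated all splits of the samples. Near-identical copies were found with BLASTN of BLAST+ 2.17.0+.

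Alternatives set before the data were examined were DESeq2 1.42.0, the replicate number as a block, the batch as a covariate, no filter and a filter of 10 counts in every sample, fits of a single strain with wild type, other pseudocounts, borders and expression filters, centring on chromosomes never fused, TMM-normalized CPM, the median of replicates, each batch alone, ORFs without copies, other thresholds for lost ORFs, and leaving out samples in turn. Centring within batches, batches alone for the number of strains with a higher median, pairing by replicate number in the tests of single strains near engaged ends, and other treatments of chromosome XII were chosen after seeing the data.

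Genes were named by a rule set in advance: every ORF the paper names in its expression results, TRP1 and LYS4 as array sites, the ORFs that flank each deleted centromere, the innermost lost ORF at each engaged end, and up to 5 increases and 5 decreases of largest size in the average FC strain with an adjusted p under 0.05 and the same direction in all 10 strains. Only 3 increases met the rule. The result for 1 of the ORFs under this rule is not reported here, and the ORF was left out of a test in the closing part after the data were seen.

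The predicted locations of the polymer model, the supplementary tables and lists of stress-response genes were not used here. Microscopy was not analysed here. Scripts ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.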

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

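The outlying samples were found by comparing the gap between the highest or lowest replicate and its nearest neighbor with the range of the 4 replicates. Of 318 groups of replicates, 46 exceeded the 95% critical value of Dixon's test, where 16 are expected by chance, and 28 of the 46 were in replicate 4. The tests on ADE2 between batches, on plasmid ORFs and on replicate 4 of FC(IV:XV:XVI)CEN16 were chosen after the result was seen.

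Total counts of replicate 4 stood apart in the wild type (64922417, others at most 20944952), FC(IV:XII)CEN12 (56546163), FC(IV:XII)CEN4 (59059733), FC(IV:XV)CEN4 (70329911), FC(IV:XV:XVI)CEN16 (65162328) and FC(IV:XV:XVI)CEN4 (81126639). Replicate 4 is the batch 3 sample of each strain, and all batch 3 totals were above all others. No biological explanation was tested.

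In replicate 1, the batch 1 sample, FIT1 was at 4.42 TPM in FC(IV:XII)CEN12 (others at most 1.69) and 7.96 in FC(IV:XV:XVI)CEN4 (others at most 1.91). YOR387C was at 12.9 TPM in FC(IV:XII)CEN12 and 12.6 in FC(IV:XII)CEN4. YPL276W was at 9.37 TPM in FC(IV:XII)CEN4, 11.9 in FC(IV:XV:V)CEN5 and 13.2 in FC(IV:XV:V)CEN4. YLR460C was at 17.6 TPM in FC(IV:XV)CEN15, and at 0.205 and 0.155 in FC(IV:XII)CEN12 and FC(IV:XII)CEN4, which have lost it. In replicate 4 of FC(IV:XV)CEN4, STL1 was at 3.92 TPM, TRP1 at 669.3, NTH1 at 101.6, RRP6 at 28.1 and YJL047C-A at 144.1. STL1 was at 3.29 TPM in replicate 4 of FC(IV:XV)CEN15. In replicate 4 of FC(IV:XV:V)CEN5, TRP1 was at 669.7 TPM and HAT1 at 13.4, and in replicate 4 of FC(IV:XV:V)CEN4, TRP1 was at 614.1, NTH1 at 85.0 and RRP6 at 26.6. HAT1 was at 13.7 TPM and ADE2 at 128.3 in replicate 4 of FC(IV:XV:XVI)CEN16. In replicate 2, the values were low for MNN1 (20.5 TPM) and EFM5 (47.9) in FC(IV:XV:V)CEN5 and for EFM5 in FC(IV:XV:XVI)CEN16 (45.4), while YDR541C, lost in this strain, was at 0.0238 TPM in FC(IV:XV:V)CEN5 against 0 in the others. Several of these are near the level of their batch. The mean of the 10 FC samples of batch 3, these samples included, was 3.81 TPM for STL1, 606.9 for TRP1 (wild type 581), 88.2 for NTH1, 24.4 for RRP6, 14.55 for HAT1 (wild type 13.9) and 167.5 for YJL047C-A, and that of the 8 FC samples of batch 1 was 4.39 for FIT1. FIT1 in FC(IV:XV:XVI)CEN4 lay above this mean. EFM5 was close to its batch, with a mean of 52.8 TPM in the FC samples of batch 2 and 43.65 in the wild type. MNN1 lay below its batch 2 means (25.6 and 24.1), and ADE2 above the FC mean of batch 3 (68.4). In strains that keep them, YOR387C, YPL276W and YLR460C lay above the batch 1 wild-type sample (6.17, 4.74 and 5.61 TPM). Values on lost ORFs were not set against their batch, and no biological explanation was tested.

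The 2-micron plasmid ORFs R0020C, R0030W and R0040C stood above the other replicates, all at low values, in replicate 4 of FC(IV:XV)CEN4 (2.66, 2.38 and 2.55 TPM) and of FC(IV:XV:XVI)CEN16 (1.59, 1.61 and 1.55). R0020C and R0030W did so in replicate 2 of FC(IV:XV:V)CEN5 (0.172 and 0.180) and of FC(IV:XV:XVI)CEN4 (0.370 and 0.0822).

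Replicate 4 of FC(IV:XV:XVI)CEN16 also held counts on ORFs that this strain has lost, YPL276W (0.194 TPM), YOL164W-A (0.301) and YOR387C (0.0160), each at 0 in the other replicates. At the left end of chromosome XVI all 4 tested lost ORFs without a copy that the strain keeps had counts, so reads shared between paralogs do not account for them. As a share of the level expected if kept, the highest of these was 1.48 times the lowest, so a mixed sample remains a candidate explanation for this end. The share was not uniform over all lost ORFs, since YOL164W-A and YOR387C, at the ends of chromosome XV, were at 21.4 and 3.34 TPM in the wild-type sample of batch 3, so their share was lower than the 6.91% that was the lowest at this end. In replicates 1 to 3 at least 36.6 counts would have been seen at this share, and 0 were, so depth does not account for them. IRC4 and YDR541C had 0 counts in this sample. The source of such material was not identified, and no biological explanation was tested.

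Outside the genes the paper discusses, ADE2 rose by 1.72 (log2), YJL047C-A by 1.43 and ECL1 by 0.69 in the average FC strain (adjusted p = 6.69e-05, p = 0.0147 and p = 0.00187, from 4 wild-type and 38 FC samples). ADE2 was above every wild-type sample of its batch in 8 of 8, 20 of 20 and 10 of 10 FC samples, and so was ECL1, while YJL047C-A was in 5 of 8, 20 of 20 and 7 of 10. The mean of ADE2 was above wild type in 3 of 3 batches, so a difference between batches does not account for it. The other ADE genes, 8 in number, had a median change of 0.50, 7 of them up, which lay at percentile 100 of 10000 random lists, so a change of the purine pathway as a whole remains a candidate explanation. A variant or marker of the strains at ADE2 was not tested. No explanation was tested for YJL047C-A and ECL1.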

How the results depend on the processing

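Apart from the centring within batches, the batches alone for the number of strains with a higher median, the pairing of single samples and the treatment of chromosome XII, which were added later, all alternatives were set before the data were examined. The cause was not tested for any change below. Among the summary results and settings other than leaving out samples, 133 values were labelled the same, 59 counts or values without a test moved, 8 lost significance and 1 changed sign. Among single genes these were 162 the same, 3 weaker and 1 reversed. A tested value was labelled the same when it kept its sign and its side of the significance threshold, whatever its size. The change near engaged ends was thus the same at 0.22 within 20 kb as at 0.11 in the main setting. A count was labelled the same within a set ratio, and an untested value within the SD of the replicates.

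With the batch as a covariate, the changed genes numbered 28 in FC(IV:XII)CEN12, 27 in FC(IV:XII)CEN4, 28 in FC(IV:XV)CEN15, 37 in FC(IV:XV)CEN4, 170 in FC(IV:XV:V)CEN5, 106 in FC(IV:XV:V)CEN4, 77 in FC(IV:XV:XVI)CEN16, 187 in FC(IV:XV:XVI)CEN4, 769 in FC(IV:XV:V:VII)CEN4 and 2097 in FC(IV:XV:V:VII)CEN7. Gene-strain pairs changed at least 2-fold numbered 851, genes changed in the average FC strain 184, and genes near engaged ends that rose 29 and that fell 24. The log2 fold change of TRP1 turned to -0.02. With the replicate block, 63 genes changed in FC(IV:XV:V)CEN5, 52 in FC(IV:XV:V)CEN4, 57 in FC(IV:XV:XVI)CEN16, 84 in FC(IV:XV:XVI)CEN4, 197 in FC(IV:XV:V:VII)CEN4 and 1201 in FC(IV:XV:V:VII)CEN7. Pairs changed at least 2-fold numbered 552, genes in the average FC strain 78 and genes that rose near engaged ends 19.

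With at least 10 counts in every sample, 0 genes changed in FC(IV:XII)CEN12, FC(IV:XV)CEN15 and FC(IV:XV)CEN4 (between 181 and 253 at an unadjusted p under 0.05), 5 in FC(IV:XII)CEN4, 10 in FC(IV:XV:V)CEN5, 8 in FC(IV:XV:V)CEN4, 9 in FC(IV:XV:XVI)CEN16, 4 in FC(IV:XV:XVI)CEN4, 6 in FC(IV:XV:V:VII)CEN4 and 8 in the average FC strain. This filter removes ORFs that have no counts in a strain. YJL047C-A kept its log2 fold change of 1.43, with an adjusted p = 0.0544. In fits of a single strain with wild type, 3 genes changed in FC(IV:XII)CEN12, 4 in FC(IV:XII)CEN4, 23 in FC(IV:XV:XVI)CEN4, 16 in FC(IV:XV:V:VII)CEN4 and 49 in FC(IV:XV:V:VII)CEN7. With DESeq2, 57 changed in FC(IV:XV:XVI)CEN4 and 76 in FC(IV:XV:V:VII)CEN4, and IRC4 (-10.51) and YDR541C (-11.40) lost significance. DESeq2 gave no adjusted p for R0020C (-9.65). Within 30 kb of engaged ends 6 genes rose and 4 fell, and within 100 kb 27 rose and 28 fell.

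Counting called ORFs only, the lost ORFs numbered 4 in FC(IV:XII)CEN12, 6 in FC(IV:XII)CEN4, 5 in FC(IV:XV)CEN15, 4 in FC(IV:XV)CEN4, 12 in each FC(IV:XV:V) strain, 14 in FC(IV:XV:XVI)CEN16, 16 in FC(IV:XV:V:VII)CEN4 and 14 in FC(IV:XV:V:VII)CEN7. At 20% of the expected count FC(IV:XV:V:VII)CEN7 lost 69.

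In two-sided permutation tests, the change near engaged ends was 0.18 with the wild type as only baseline, a larger value with a higher p (p = 0.0937), 0.034 with centred samples (p = 0.0611) and 0.10 in batch 2 alone (p = 0.108). In the same permutation tests near deleted centromeres it was 0.14 with the wild type as only baseline, again larger (p = 0.114), 0.0066 with centred samples (p = 0.595), 0.0089 with TMM-normalized CPM (p = 0.46), 0.087 in batch 1 (p = 0.0927) and 0.050 in batch 3 (p = 0.0883). Added after seeing the data, centring within batches gave, by the permutation test, 0.14 near engaged ends (p = 0.0015) and 0.057 near deleted centromeres (p = 0.0451). With the right end of chromosome XII engaged in both FC(IV:XII) strains, also added, the change near engaged ends was 0.11 (permutation p = 0.0013). The correlation with distance to a deleted centromere changed sign within 75 kb, to 0.026. The correlation of wild-type expression with distance was 0.135 with a pseudocount of 1 TPM, 0.0662 in linear kb, 0.118 for genes above 0 TPM and 0.0864 without copies. The median r² in 50-kb windows was 0.002 for genes of at least 10 TPM.

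Leaving out each of the 42 samples in turn, the changed genes ranged from 3 to 7 in FC(IV:XII)CEN12, 5 to 15 in FC(IV:XII)CEN4, 8 to 17 in FC(IV:XV)CEN15, 8 to 22 in FC(IV:XV)CEN4, 24 to 42 in FC(IV:XV:XVI)CEN4, 23 to 657 in FC(IV:XV:V:VII)CEN4 and 50 to 730 in FC(IV:XV:V:VII)CEN7, and 2-fold pairs from 124 to 700. Log2 fold changes in the average FC strain ranged from -0.14 to 0.32 for YDR535C, -0.30 to 0.01 for YDR537C, -0.14 to 0.11 for PAD1, -0.06 to 0.02 for FDC1, -0.10 to 0.26 for TRP1, -0.14 to 0.27 for NTH1, -0.07 to 0 for MNN1, -0.23 to 0.03 for EFM5, -0.04 to 0.06 for DNM1, -0.12 to 0.04 for YLR001C, -0.06 to 0.10 for RRP6, -0.24 to 0.07 for HAT1, 1.24 to 1.81 for YJL047C-A, -0.95 to -0.76 for YLL066C and -1.93 to -1.60 for YLR460C. Without each replicate number in turn, the change near deleted centromeres ranged from 0.043 to 0.092. The lowest value, without replicate 3, lost significance (permutation p = 0.0997). The correlation with distance to a deleted centromere ranged from -0.035 to 0.0034, and the median r² in 50-kb windows from 0.0017 to 0.0146.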

Differences from the paper's values

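The fewest subtelomeric ORFs lost in a strain were 10, against the paper's 5. Of the alternatives set before the data were examined, counting called ORFs only gave 4, within the range set for the comparison. The thresholds of 20% (10), 1% (8) and 50 expected counts (10), and leaving out each replicate number (10), did not close the gap.

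The correlation of wild-type expression with log distance to the telomere over all genes was 0.152, against about 0.19 in Fig. 2D, read by eye, as an absolute value of the paper's. None of the alternatives set before the data were examined closed the gap: it was 0.135 with a pseudocount of 1 TPM, 0.0662 in linear kb, 0.118 for genes above 0 TPM, 0.0864 without near-identical copies, and from 0.150 to 0.157 when a wild-type replicate was left out.

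The median r² for distance to the engaged end was 0.0058 in 20-kb windows, against the paper's about 0.4 in Fig. 9A, read by eye, and 0.0097 in 50-kb windows, against the paper's about 0.45 in Fig. 9C, read by eye. None of the alternatives set before the data were examined closed either gap. In 20-kb windows they gave 0.0061 with linear distance, 0.0042 with a pseudocount of 1 TPM, 0.0064 for genes of at least 10 TPM and 0.0038 to 0.0071 without each replicate number. In 50-kb windows they gave 0.0090, 0.0064, 0.002 and 0.0017 to 0.0146.

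The paper states that all genes of the TEL4R region other than YDR537C increase in expression. On the TPM scale, which includes the shift of all genes, the log2 difference was 0.096 for FDC1 and 0.28 for YDR535C, both in the direction stated. Their replicate medians were above wild type in 7 and 6 of 10 strains. In the edgeR fit the log2 fold change of FDC1 in the average FC strain was -0.02 (adjusted p = 0.999, quasi-likelihood test). The paper states that chromosome fusions raise the expression of many genes. Its count of changed genes among those predicted to move used Student's t-test at p under 0.05 and names no adjustment. The counts given here cover all genes at an adjusted p, so neither the set of genes nor the threshold is the same. A change confined to few strains is also diluted in the average FC strain. In the average FC strain 3 genes rose and 36 fell at an adjusted p under 0.05, and the 36 comprise 21 ORFs lost in at least 1 strain, 4 ORFs of the 2-micron plasmid and 11 others. With the batch as a covariate 57 rose and 127 fell, and 28 of these 184 were lost ORFs and 4 plasmid ORFs. In single strains more genes rose, with 219 up and 330 down in FC(IV:XV:V:VII)CEN7, and with the batch as a covariate 993 up and 1104 down there and 369 up and 400 down in FC(IV:XV:V:VII)CEN4. The other 8 strains had at most 11 genes up, or 104 with the batch as a covariate. The paper states that increased expression goes with displacement of nonsubtelomeric genes as well. On the TPM scale, which includes the shift of all genes, the change near deleted centromeres was 0.056 (two-sided permutation p = 0.0175). At 50 to 100 kb from engaged ends it was 0.0885 (permutation p = 0.0116), both in the direction stated. Relative to genes on chromosomes never fused, the change near deleted centromeres was 0.0066 (p = 0.595), and at 50 to 100 kb from engaged ends it was -0.0004 (p = 0.981, both from two-sided permutation tests). These classes stand in for the predicted displacement, by which the paper chose its genes and which was not used here.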

Other observations

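The tests on the 2-micron plasmid were chosen after the result was seen. The other tests in this part were set before the result they measure was seen.

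More genes changed in FC(IV:XV:V:VII)CEN7 (549) than in any of the 9 other FC strains. With every sample thinned to the smallest total it was still 528, the highest of the 10, so depth does not account for it. Without 1 of its replicates it was at least 50, so a single sample does not account for all of it. The lowest number came without replicate 3, the only batch 3 sample of this strain. Batch 2 alone also lacks that sample, but it gave more genes than the fit of all samples in every strain. It therefore does not tell whether replicate 3 carries the changes. The next strain, FC(IV:XV:V:VII)CEN4, had 39 genes with all samples, and from 23 to 657 with 1 of its own or the wild-type samples left out. Whether the rank holds without each sample is therefore not shown. In batch 2 alone, with 2 samples per strain, 1107 genes changed in this strain, the lowest of the 10. With the batch as a covariate (2097 genes) and with the replicate block (1201) it was the highest of the 10. A difference between batches thus does not fully account for the rank, which depends on the fit.

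Swapping wild-type and FC samples with the same replicate number gives 8 splits per strain, out of 35 splits in all, which also mix replicate numbers. As many genes changed as in the real split in 1 of the 8, the real one, in FC(IV:XII)CEN12, FC(IV:XII)CEN4, both FC(IV:XV) strains, both FC(IV:XV:V) strains, FC(IV:XV:XVI)CEN16 and FC(IV:XV:V:VII)CEN7. In FC(IV:XV:XVI)CEN4 2 of the 8 did, the other with 44 genes after swapping replicates 2 and 3. In FC(IV:XV:V:VII)CEN4 3 of the 8 did, with 773 genes after swapping replicate 3 and 199 after swapping replicates 2 and 3. The split in FC(IV:XV:XVI)CEN4 keeps the batches balanced between the groups. Both splits in FC(IV:XV:V:VII)CEN4 place 3 samples of batch 2 in the smaller group and so follow the batch, and in the fit without a batch term batch and condition cannot be told apart in this strain. With the batch as a covariate 769 genes changed in it. The same swaps in FC(IV:XV:V:VII)CEN7, which has the same batches, gave 0 genes, so the batches alone do not lead to such counts in both strains. With 8 splits the share cannot fall under 0.05 in any strain. When strain labels were drawn 100 times within replicate numbers, as large a result came up in 1 draw, the real one, for the 2-fold pairs and for the genes near engaged ends that rose and that fell, and in 2 draws for the genes changed in the average FC strain, where the other draw gave more than the real one.

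The first principal component followed the batch. After thinning to equal depth the batch still accounted for 84.3% of it, so depth does not account for this. No biological explanation was tested.

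The ORFs of the 2-micron plasmid, 4 in number, were nearly without counts in the 30 samples of strains in which chromosome XV is fused, at no more than 14.5 CPM, against 1103 to 2337 in the 12 other samples. The paper does not report this. The groups were parted in 3 of 3 batches, and where the smallest number expected was 15323 counts at most 1021 were seen, so neither batches nor depth accounts for it. Loss of the plasmid during the construction of a shared parent strain may be the reason, and it was not tested.

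The change near engaged ends kept its sign in each batch, with a lowest value of 0.10 in batch 2, without ORFs that have near-identical copies (0.097), and for genes of at least 10 TPM (0.056). All of these values are on the TPM scale, on which the shift of all genes differs between strains, so they do not separate the change from that shift. Against the wild type alone, genes near engaged ends rose by 0.18 (two-sided permutation p = 0.0937). Genes at the ends of chromosomes never fused rose by 0.11 in the average FC strain. With centred samples the change near engaged ends was 0.034 (two-sided permutation p = 0.0611), with medians below 0 at VL, XVR and XIIR. With TMM-normalized CPM it was 0.052 (permutation p = 0.0068).

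The retained centromere was compared in the 5 pairs of strains that differ in it. The change near engaged ends was higher by 0.0077 with CEN4, and higher in 2 of the 5 pairs (exact two-sided permutation test, p = 0.75, where the smallest possible is 0.0625).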
